# Kinetic CRAC uncovers a role for Nab3 in determining gene expression profiles during stress

**DOI:** 10.1038/s41467-017-00025-5

**Published:** 2017-04-11

**Authors:** Rob van Nues, Gabriele Schweikert, Erica de Leau, Alina Selega, Andrew Langford, Ryan Franklin, Ira Iosub, Peter Wadsworth, Guido Sanguinetti, Sander Granneman

## Abstract

RNA-binding proteins play a key role in shaping gene expression profiles during stress, however, little is known about the dynamic nature of these interactions and how this influences the kinetics of gene expression. To address this, we developed kinetic cross-linking and analysis of cDNAs (χCRAC), an ultraviolet cross-linking method that enabled us to quantitatively measure the dynamics of protein–RNA interactions in vivo on a minute time-scale. Here, using χCRAC we measure the global RNA-binding dynamics of the yeast transcription termination factor Nab3 in response to glucose starvation. These measurements reveal rapid changes in protein–RNA interactions within 1 min following stress imposition. Changes in Nab3 binding are largely independent of alterations in transcription rate during the early stages of stress response, indicating orthogonal transcriptional control mechanisms. We also uncover a function for Nab3 in dampening expression of stress-responsive genes. χCRAC has the potential to greatly enhance our understanding of in vivo dynamics of protein–RNA interactions.

## Abstract (web summary)

Protein RNA interactions are dynamic and regulated in response to environmental changes. Here the authors describe ‘kinetic CRAC’, an approach that allows time resolved analyses of protein RNA interactions with minute time point resolution and apply it to gain insight into the function of the RNA-binding protein Nab3.

## Introduction

RNA-binding proteins (RBPs) control almost all aspects of gene expression, including the stability of the RNA, its structure, the rate at which the RNA is processed, how efficiently it is translated and its subcellular localization. Not surprisingly, because of these important functions, RBPs are often found associated with many diverse genetic and somatic diseases, including muscular disorders, autoimmune diseases, and cancer^1^. RBPs also play a very important role in adapting to dynamic environments, such as those encountered by microbes when exposed to stress. Survival under stress is contingent on the ability to rapidly reprogram gene expression and, while this ability has been largely attributed to the activity of transcription factors, it is becoming increasingly clear that RBPs also play a primary role in shaping gene expression response profiles by modulating RNA processing and decay^2^. RBPs involved in RNA decay are believed to play an important role during the first few minutes of the adaptation response during which major transcriptional reprogramming events happen^3, 4^. However, direct measurement of protein–RNA interactions during these early stages has so far proved elusive. Consequently, little is known about the contribution of individual RNA decay factors during rapid rewiring of the gene expression program in response to environmental changes.

In recent years, ultraviolet (UV) cross-linking and immunoprecipitation (CLIP) followed by deep sequencing has emerged as the main technology to map protein–RNA interactions in vivo^5^. UV-irradiation is used to forge covalent bonds (cross-links) between proteins and directly bound RNAs. Proteins of interest are then purified under stringent conditions and high-throughput sequencing of the cross-linked RNA enables mapping of the interaction sites. A number of CLIP-related techniques have been developed over the years, such as CRAC (cross-linking and analysis of cDNAs), iCLIP, and PAR-CLIP (photoactivatable ribonucleoside-enhanced crosslinking and immunoprecipitation)^6–8^. For CRAC the protein of interest is fused to a tandem affinity purification tag (HTP; His_6_-TEV-ProtA) to enable purification of cross-linked RNAs under completely denaturing conditions^6^. Recent advancements have enhanced the efficiency of the library preparation, increased the data complexity and improved the resolution of RNA-binding site detection^7–11^. Despite such advances, current protocols are ill-suited to quantitatively measure dynamic changes in protein–RNA interactions. Using current commercially available UV-irradiation equipment, the cross-linking step can take up to 30 min to reach the desired dose (depending on organism and wavelength)^12–14^. This limitation rules out measurements of the early stress responses, which can happen on the minute time scale^3, 4^. In addition, due to prolonged UV-irradiation, cells are exposed to major additional stresses, such as DNA damage, which can confound the results and insert a bias toward RNA transcripts that are specific for the irradiation conditions.

To tackle these problems, we have improved the original CRAC protocol and developed a UV-irradiation device that cross-links proteins to RNA in vivo in seconds. These advancements enabled us to perform quantitative time-resolved in vivo measurements of direct protein–RNA interactions at 1-min time-point resolution. We refer to this method as kinetic CRAC (χCRAC).

We have applied χCRAC to glucose-deprived *Saccharomyces cerevisiae* to investigate the dynamic interactions of the RBP Nab3 during the adaptation process. Nab3 is a component of the Nrd1-Nab3-Sen1 (NNS) transcription termination complex that is involved in degradation of diverse classes of lnc-RNAs, such as cryptic unstable transcripts (CUTs), Nrd1 unterminated transcripts, and various messenger RNAs (mRNAs) and in the maturation of snoRNAs^15, 16^. Depriving yeast of glucose results in significant changes in mRNA levels and a transcriptome-wide redistribution of NNS components^17–20^. χCRAC accurately detected these widespread changes in Nab3 binding; importantly, the high temporal resolution enabled us to document transient changes in cross-linking of Nab3 to many transcripts, indicating a potentially pervasive importance of termination factors in the early stages of stress response. We also uncover a role for Nab3 in regulating the expression kinetics of stress-responsive genes and found that Nab3 is required for suppression of retrotransposon transcription during late stages of the glucose deprivation response. This suggests that Nab3 could play an important role in maintaining genome integrity during stress.

## Results

### Very fast protein–RNA cross-linking in vivo

To establish χCRAC, we developed a UV-irradiation apparatus (Vari-X-linker) to improve the in vivo protein–RNA cross-linking efficiency (Supplementary Fig. 1; see Methods for a more detailed description of the apparatus). To test the effectiveness of the Vari-X-linker, we performed CRAC experiments on yeast strains expressing HTP-tagged (His_6_-TEV-ProtA) Nab3 that were UV-irradiated in the Vari-X-linker or in the Megatron, which (to the best of our knowledge) is currently the most efficient UV cross-linker on the market for cross-linking cell cultures^12^. Our tests with the Vari-X-linker’s 254 nm lamps showed that it can cross-link yeast proteins to RNA in seconds, up to tenfold more efficiently than the Megatron (Fig. 1a). Combined with a cell filtration device that we developed, it is possible to cross-link cells and harvest 1 L of cells in ~1 min. We also tested the Vari-X-linker standard lamps on an *E. coli* strain expressing a His6-TEV-FLAG-tagged Hfq protein^21^, which showed a sevenfold improvement in cross-linking time (Fig. 1b). The Vari-X-linker can also be used with 365 nm lamps (350 W) to perform PAR-CLIP experiments, providing a high cross-linking efficiency after 2 min of UV-irradiation at considerably lower 4-thio-Uracil concentrations and shorter labeling times (see Methods for more details) (Fig. 1c).

**Fig. 1:**
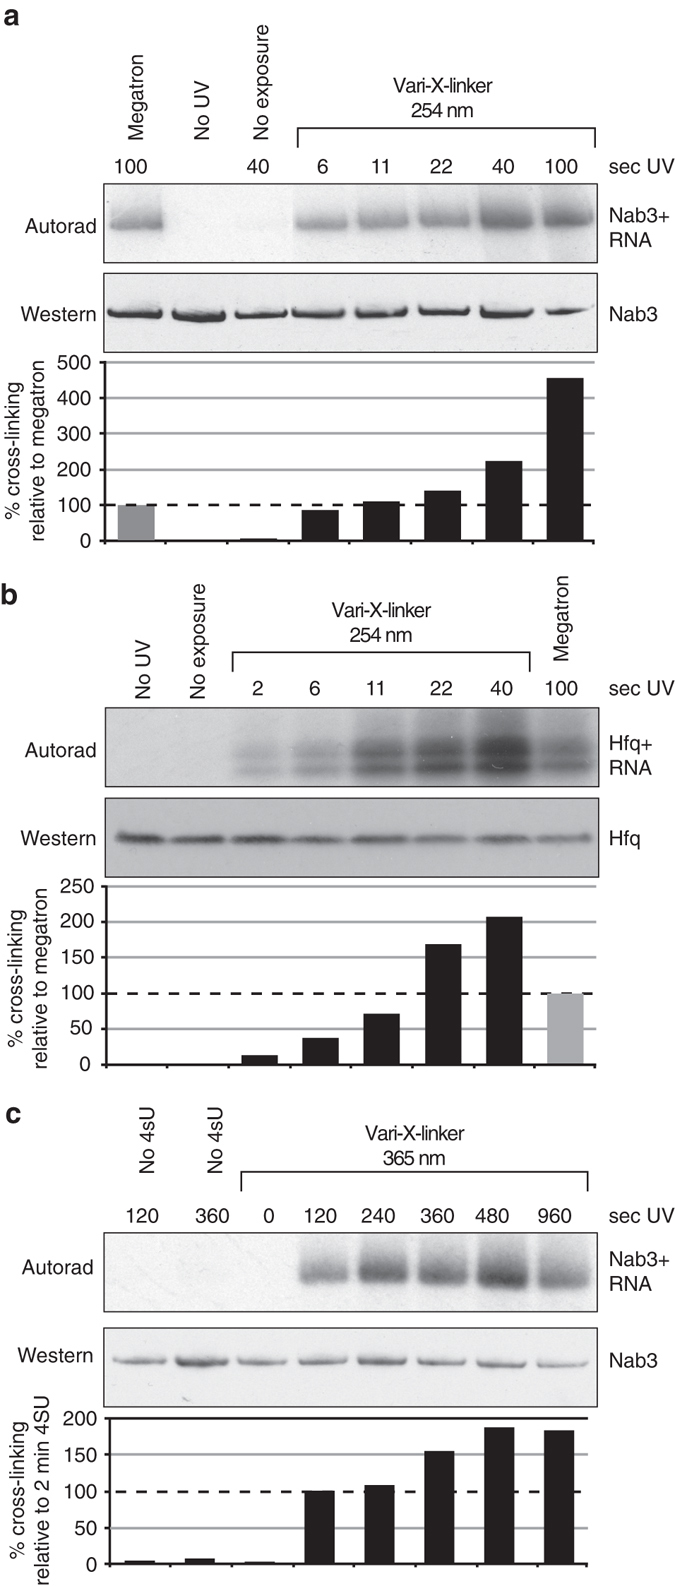
TheVari-X-linker cross-links proteins to RNA in seconds. **a** The Vari-X-linker standard lamps are ~10× more efficient in cross-linking proteins to RNA in vivo compared to the Megatron unit. Cells were UV irradiated in the Megatron for 100 s. Cross-linking in the Vari-X-linker was performed at the indicated times (seconds). The western blot shows that comparable amounts of Nab3 protein was purified during the CRAC experiments. The autoradiogram shows the ^32^P-labeled RNA cross-linked to Nab3 in each sample. These scans were used to quantify the level of cross-linking relative to the Megatron by normalizing the autoradiogram signal to the protein levels. **b** As in **a** but now monitoring the cross-linking of the *E. coli* Hfq protein. **c** Results of PAR-CLIP experiments performed using variable 365 nm UV-irradiation times, indicated in seconds. For experimental details, see the Methods section

Thus, we can perform time-resolved (PAR-)CLIP/CRAC experiments on very short time-scales, enabling the measurement of dynamic protein–RNA interactions in living cells with high temporal resolution.

Differential expression analysis of Nab3 CRAC data generated using the Megatron and the Vari-X-linker revealed significant differences between the two UV-irradiation conditions (Fig. 2a, DESeq2^22^; adjusted *p*-values < = 0.05). 

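The Nab3 CRAC data of the Megatron and the Vari-X-linker were analysed from one FPKM table of the authors, which held 2 Megatron libraries and 1 Vari-X-linker library of cells grown in glucose. By the Methods, reads were collapsed by their random barcode, aligned to the yeast R64 genome and counted on annotated features, 12454 here. The Methods also distribute reads that map to several places over them at random. The Ty and rRNA reads leave open whether this held for this table. Each low FPKM value times the length of its feature was a whole multiple of one step per library, so the reads on every feature could be read back from the table. The Megatron libraries held 1309744 and 971224 reads on features and the Vari-X-linker library held 10350. Of the features, 4.52% and 8.49% had no read in the Megatron libraries, against 78.3% in the Vari-X-linker library. No count test was run on these reads, although one was possible, so no adjusted p-value is given here. The table has a single Vari-X-linker library. Each share of the reads is given with its 95% exact (Clopper-Pearson) binomial interval where a comparison rests on it, and these intervals cover counting error only. As further levels without a test, 3 Vari-X-linker libraries taken at 0 min of the Nab3 time-courses are given, with 530879 (control time-course), 220518 (time-course 1) and 180387 (time-course 2) reads. They come from tables that the authors normalized separately.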

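Protein-coding features took 33.3% and 29.2% of the reads in the Megatron libraries and 25.3% in the Vari-X-linker library of the same table (exact 95% interval 24.5% to 26.2%). The Vari-X-linker libraries of the separate tables held 29.8%, 27.4% and 30.6%.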

The Vari-X-linker data were more highly enriched for short-lived lncRNA species (Stable Uncharacterized Transcripts (SUTs), Xrn1 Unstable Transcripts (XUTs), Cryptic Unstable Transcripts (CUTs), and anti-sense transcripts) (Fig. 2b). This suggests that very short UV-irradiation times significantly improve the recovery of these unstable lncRNAs, as shown for two known CUTs that originate from the Nrd1 and Pho84 genes (Fig. 2c,d)^23, 24^. 

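SUTs, XUTs, CUTs and anti-sense transcripts together took 68.6% of the reads of the Vari-X-linker library (95% interval 67.7% to 69.5%), against 59.8% and 63.8% in the Megatron libraries. The gap to the nearer Megatron library was similar in size to the difference between the 2 Megatron replicates, and the Vari-X-linker library has no replicate. By class, XUTs held 26.7% of the Vari-X-linker reads (25.8% to 27.5%) against 18.6% and 23.8%. Anti-sense transcripts held 5.86% (5.42% to 6.33%) against 4.67% and 4.43%. CUTs held 30.5% (29.6% to 31.4%) against 31.2% and 30.4%, and SUTs 5.56% (5.12% to 6.01%) against 5.39% and 5.19%, differences that were within the interval of the Vari-X-linker library. In the Vari-X-linker libraries of the separate tables, the sum of the 4 classes was lower than in either Megatron library, at 54.8%, 52.6% and 50.0%. XUTs were at 12.6%, 12.1% and 11.3% and CUTs at 31.2%, 30.5% and 30.0%. SUTs were at 6.02%, 5.58% and 4.94% and anti-sense transcripts at 5.06%, 4.46% and 3.70%. The order of the cross-linkers in the sum therefore depended on the table. In the separate libraries rRNA took 7.74%, 10.3% and 7.19% of the reads, which lowers every other share there. In the libraries of the common table it took at most 0.00966%.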

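The CUT annotated within NRD1 (CUT_CNL251CD2) lies on the minus strand of chromosome XIV from 174009 to 174367, inside NRD1 (YNL251C, from 172568 to 174605). It had 704 and 533 reads in the Megatron libraries (0.0538% and 0.0549% of the reads) and 1 read in the Vari-X-linker library (0.00966%, exact 95% interval 0.000245% to 0.0538%). In the 3 Vari-X-linker libraries of the separate tables it had 306, 162 and 86 reads, which is 0.0576%, 0.0735% and 0.0477%. The CUT at PHO84 (CUT_CML123CD2) lies on the minus strand of chromosome XIII from 25697 to 25864, over the 5′ end of PHO84 (YML123C, from 23964 to 25843). It had 12 and 13 reads in the Megatron libraries, or 0.000916% and 0.00134%, and 0 in the Vari-X-linker library, with an exact upper limit of 0.0356%. The 3 further libraries had 16, 7 and 9 reads on it, a share of 0.00301%, 0.00317% and 0.00499%, each above both Megatron libraries. Within the common table, the depth of the Vari-X-linker library leaves the PHO84 CUT undecided. For the NRD1 CUT its interval ends at the share of 1 Megatron library and just below that of the other, towards a lower share with the Vari-X-linker. From its test of the 2 data sets, the paper proposes that very short irradiation improves the recovery of these unstable RNAs.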

The ~300 protein-coding genes enriched in the Megatron data (Fig. 2b) were highly enriched for genes that are upregulated during DNA damage (Fig. 2e,f; FDR < 0.01). 

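Over 46 open reading frames of Ty elements, counted 1 per element, 256 and 205 reads were found in the Megatron libraries and 1 read in the Vari-X-linker library of the same table. The shares were 0.0195% and 0.0211% against 0.00966% (exact 95% interval 0.000245% to 0.0538%), which was not a detectable difference at that depth. The 3 Vari-X-linker libraries of the separate tables had 2431, 2046 and 6544 reads on these frames, or 0.458%, 0.928% and 3.63% of their reads. YPR158C-C (chromosome XVI, minus strand, from 854935 to 856257) had 9 and 6 reads with the Megatron and 0 in the Vari-X-linker library. YPR158C-D (from 850989 to 856257) also had 9 and 6 reads and 0. In the separate libraries, YPR158C-C had 15, 15 and 90 reads and YPR158C-D had 48, 38 and 189. The elements are near-identical copies whose reads the Methods distribute at random, so values of single elements are uncertain. In the Megatron libraries 23 and 22 of the 46 frames had any read, against 45, 45 and 43 in the separate libraries. Reads that map to several places may thus have been treated in another way in the common table. Its Ty shares therefore cannot decide the paper's comparison of the cross-linkers on retrotransposons.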

Although the steady state levels of retrotransposons did not significantly change during the 100 s UV-irradiation in the Megatron (Supplementary Fig. 2), the DESeq2 analyses revealed significantly higher cross-linking of Nab3 to these transcripts, suggesting that Nab3 actively targets these transcripts during long UV-irradiation times (Fig. 2e,f). Additionally, we also detected a significant enrichment of almost all transfer RNAs (tRNAs) in the Megatron data, which we believe reflects Nab3-dependent degradation of tRNAs that accumulate in the nucleus during the DNA damage response^25^. 

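The 299 tRNA features held 1.63% and 1.51% of the reads in the Megatron libraries and 1.29% (exact 95% interval 1.09% to 1.53%) in the Vari-X-linker library of the same table. At least 1 read fell on 274 and 260 of the tRNA features with the Megatron and on 41 in the Vari-X-linker library, which had 134 tRNA reads in all. The 3 separate Vari-X-linker libraries held higher shares, 3.90%, 5.61% and 8.22%. Relative to protein-coding features, the 242 tRNA genes with another copy of their sequence in the genome lay 2.80 on the log2 scale higher in the separate tables than with the Megatron, and the 33 whose sequence occurs a single time lay 1.14 higher.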

While these data suggest a role for the NNS complex in regulating DNA damage response and suppressing retrotransposon transcription (see below), it also illustrates that long UV-irradiation times increase the likelihood of detecting alterations in transcription that are the result of the activation of the DNA damage response.

**Fig. 2:**
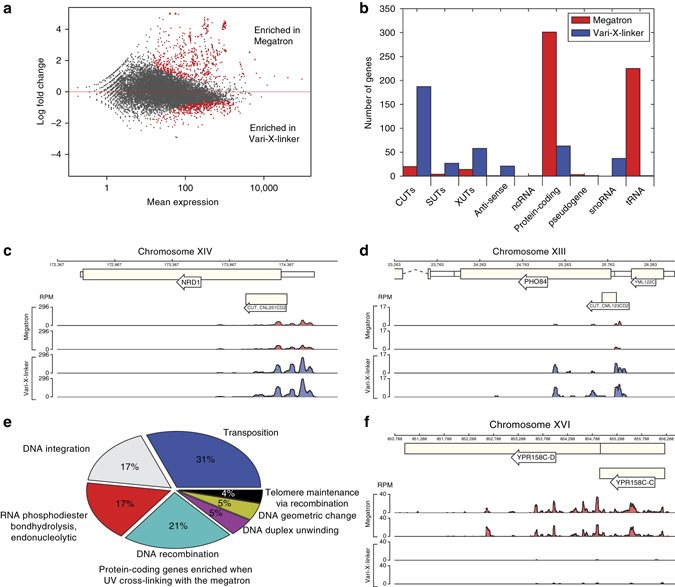
TheVari-X-linker allows better detection of Nab3 binding to short-lived RNA species and reduces the induction of the DNA damage response. **a** DESeq2 differential expression analysis of Megatron (two replicates) and the Vari-X-linker Nab3 CRAC data (four replicates). The *red dots* in the plot indicate the transcripts that differentially cross-linked in data from the two different UV cross-linkers. Transcripts with positive log2-fold change values are enriched in the Megatron data, whereas transcripts with negative log2-fold change values are enriched in the Vari-X-linker data. **b** Feature analyses of differentially cross-linked transcripts. The bar plot shows the number of genes (*y*-axis) in each genomic feature (*x*-axis) that were found to be significantly enriched (adjusted *p*-value < = 0.05) in the Megatron (*red bars*) and the Vari-X-linker (*blue bars*) data. SUTs: Stable Uncharacterized Transcripts. XUTs: Xrn1 Unstable Transcripts. CUTs: Cryptic Unstable Transcripts. ncRNA: non-coding RNA. **c**,**d** Genome browser examples of CUTs that show higher Nab3 binding in the Vari-X-linker data. The *y*-axis shows reads per million (RPM). **e** Pie chart showing the significantly enriched GO-terms (FDR < 0.01) in the ~300 protein-coding transcripts enriched in the Megatron data. **f** Genome browser graph of Nab3 cross-linking to transcripts originating from retrotransposable elements *YPR158C-C* and *YPR158C-D*. The *y*-axis shows reads per million (RPM)

### Monitoring in vivo dynamics of protein–RNA interactions

Yeast cells deprived of glucose redistribute NNS components over the transcriptome^17^. Therefore, to test the feasibility of our χCRAC method, we measured changes in Nab3 cross-linking during glucose deprivation. 

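Nab3 χCRAC was analysed in 2 time-courses without glucose and 1 glucose to glucose control time-course, with 7 libraries used from each. The sample labels of 16, 28 and 45 min of time-course 2 are taken here as 14, 20 and 40 min. The Methods treat temporally close time-points as identical on a few occasions, without naming them. The match of 45 with 40 min is an inference. A library of that time-course labelled 22 min was not used because no column of its table names it. The values are FPKM per feature, scaled by the authors so that every Nab3 library sums to 635450.2. The reads on features, read back from the FPKM steps, ranged from 74531 to 934486 per library in the control (median 431197). Time-course 1 had 53809 to 325362 reads (median 126199) and time-course 2 had 180387 to 524508 (median 344241). In time-course 1, 16.9% to 43.4% of the features had no read, so weakly bound transcripts are known less well there. Changes were computed as log2 of the value over that at 0 min of the same time-course for features above 0 in every library, without a pseudocount, or on the log2(FPKM + 1) scale where a test was run, which understates the change of weakly bound features.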

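Pol II χCRAC with HTP-tagged Rpo21, the largest Pol II subunit, was analysed in 2 time-courses without glucose and 1 glucose to glucose control, each with libraries at 0, 1, 2, 4, 8, 14 and 20 min. The FPKM of both time-courses without glucose had been scaled to the same sum as the Nab3 data, and those of the control to 254561, so that each control library was compared only with its own 0 min library. The control held 120797 to 481362 reads on features per library (median 373446), time-course 1 held 25776 to 279624 (median 125459) and time-course 2 held 43627 to 128655 (median 71980). At the lowest depth, at 1 min of time-course 1, 51.5% of the features had no read. In time-course 2, rRNA features took 46.4% of the reads at 0 min and 57.5% at 8 min, against 12.1% to 16.6% at the other time-points. In the control they took 36.1% at 0 min and 41.1% at 8 min, against 11.0% to 15.6% otherwise.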

Because Nab3 co-transcriptionally binds RNA, we also performed χCRAC on RNA polymerase II using a strain expressing an HTP-tagged Rpo21 subunit^26^. This enabled us to determine how well Nab3 binding correlates with changes in Pol II transcription. 

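The total RNA data consist of 1 library per time-point at 0, 1, 4, 8, 14, 30 and 40 min without glucose, so they carry no replicate error. They are FPKM on the same features, in libraries of 7557054 to 17997382 reads (median 11182851), and were not scaled to one sum by the authors. Their changes are given as log2 of the FPKM over that at 0 min.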

To measure changes in steady-state RNA levels, we performed RNA-Seq on ribosomal RNA-depleted total RNA. We devised a simple experimental set-up that would enable us to rapidly shift cells to a new medium (Fig. 3a). Cells were grown to exponential phase in glucose medium after which a fraction of the cells were harvested (*t* = 0 time-point). The rest was rapidly harvested by filtration and transferred to a flask with medium lacking glucose. After the shift, cells were cross-linked at various time-points. To control for changes in gene expression caused by the filtration process, we performed experiments where filtered cells were transferred back to glucose containing medium. To accurately quantify differences in cross-linking between time-points, we made several improvements to the original CRAC protocol^6^ to reduce sequence representation biases (Supplementary Fig. 3) and to improve the preparation of complementary DNA (cDNA) libraries (see Methods). After resolving the purified protein–RNA complexes on SDS-polyacrylamide gel electrophoresis (PAGE) gels, they were transferred to nitrocellulose (Fig. 3b). Western blotting was performed to assess the efficiency of protein recovery after the nickel purification steps (Fig. 3b). RNA from each sample was ligated to 5′ adapters with unique barcodes (Supplementary Table 2). To reduce technical noise, cross-linked RNAs from all the time-points were pooled by extracting RNA from a single membrane slice containing the radioactive signal just above the main bands (Fig. 3b, red dashed rectangle) from which a single cDNA library was generated.

**Fig. 3:**
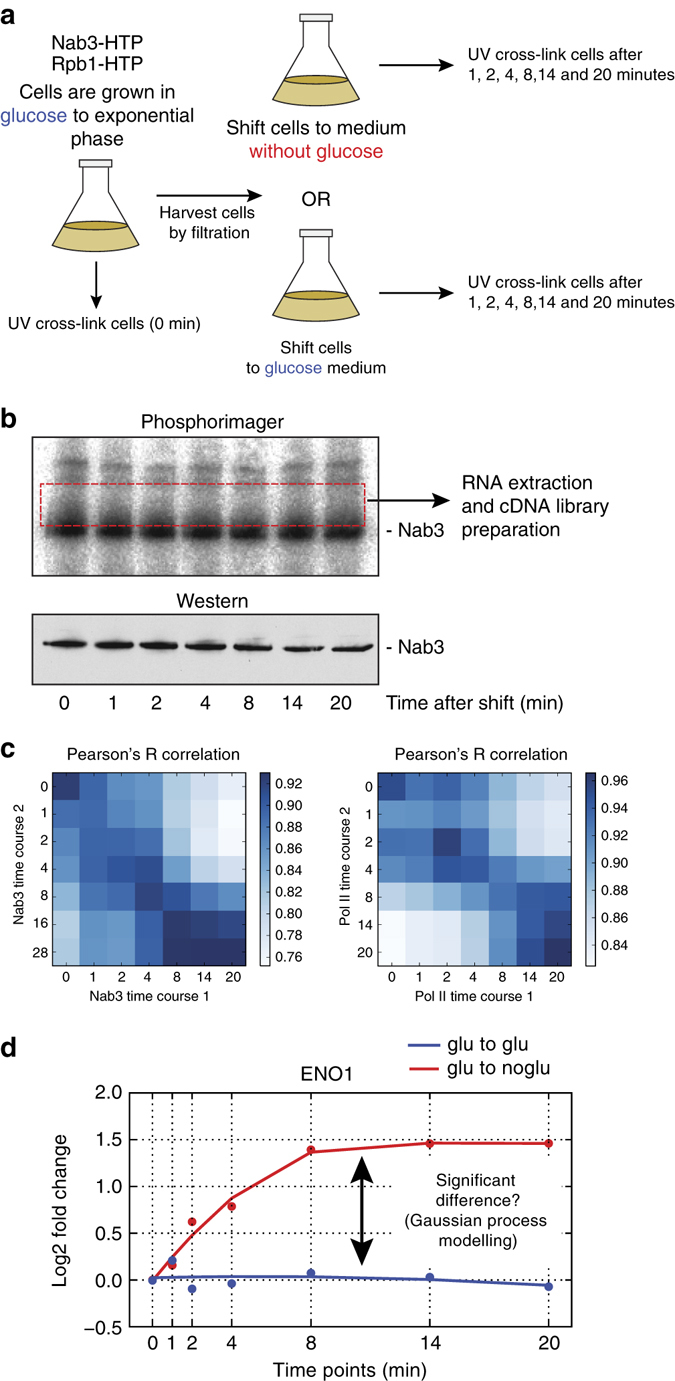
Time-resolved cross-linking analyses during glucose deprivation. **a** Outline of experimental set-up. Cells are grown in glucose medium to exponential phase. A fraction is cross-linked and harvested (*t* = 0 sample). The rest is rapidly harvested by filtration and transferred into medium lacking glucose or medium with glucose (control experiment). Subsequently, the cells were UV irradiated at the indicated times. **b** Nab3 cross-linking to RNA during glucose deprivation. Shown is a result of a typical χCRAC experiment. After resolving purified protein with RNAse digested radiolabeled cross-linked RNA on NuPAGE gels, the cross-linked RNA is detected by autoradiography. Western blotting was performed to ensure that comparable amounts of protein was recovered in each time-point. A cDNA library was subsequently prepared from RNA extracted from a single membrane slice containing RNA from all time-points. **c** Early time-points are highly correlated. The heat map shows a Pearson’s R correlation analysis of each individual time-point from Pol II and Nab3 replicate χCRAC experiments. The darker the *blue color*, the higher the Pearson’s correlation. Pearson correlations were calculated from log2 transformed FPKM (fragments per kilobase transcript per million reads) values. **d** A Gaussian process model was used to select genes that show significantly different cross-linking profiles between the control (glucose to glucose) and treated (glucose to no glucose) experiment. The example shows the *ENO1* Pol II cross-linking profiles from a control (*blue*) and treated (*red*) experiment. The *x*-axis shows the time-points (minutes) at which samples were taken during the time-course. All data were normalized to the 0 time-point. The *y*-axis shows the log2-fold changes in FPKMs

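Pearson's r of log2 FPKM between Nab3 time-courses 1 and 2 at the same time-point had a median of 0.914 (range 0.889 to 0.928) across the 4842 features above 0 in every library. For Pol II the median was 0.931 (range 0.895 to 0.954) across 2890 features. Features are not independent replicates, so these values describe the libraries. With all features on the log2(FPKM + 1) scale the medians were 0.861 and 0.735, the lowest among the alternatives.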

Statistical analyses of biological replicates revealed that χCRAC generates highly reproducible results (Fig. 3c, Supplementary Fig. 4). The early (1–4) min time-points were also highly correlated (Fig. 3c), followed by a sharp drop in correlation coefficients, suggesting that major changes in cross-linking profiles take place shortly after the first 4 min of glucose deprivation.

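Between time-courses, Nab3 libraries taken at 4 min or earlier correlated with each other at a median r of 0.889 and those taken at 8 min or later at 0.9197, while early with late libraries gave 0.808 (range 0.744 to 0.917). For Pol II these medians were 0.915, 0.931 and 0.846 (0.797 to 0.910). As a count of changes, limma was fitted to log2(FPKM + 1) with the time-course as a block and each time-point compared with 0 min, at a Benjamini-Hochberg adjusted p-value under 0.05. Of 4842 features, Nab3 cross-linking to 3 changed at 1 min, 374 at 4 min, 968 at 8 min, 1290 at 14 min and 1371 at 20 min, and 1831 changed at any of these. The features called at 1 min, which are named after their values were seen, were CUT_CGL253WTs3-B (log2-fold change 3.46), tS(AGA)B (2.17) and tS(AGA)J (1.96), each at an adjusted p-value of 0.0246 from limma. Of 2890 features, Pol II changed at 0 features at 1 min (374 at an unadjusted p-value under 0.05), 30 at 2 min, 89 at 4 min, 796 at 8 min, 990 at 14 min and 1037 at 20 min, and at 1327 in all. When the change in the control time-course was subtracted, 68 and 97 features were called for Nab3 and Pol II, which was the largest effect of any alternative. The control has 1 library per time-point, so subtracting it also adds its noise. The loss of calls therefore does not measure how much of the change the control shared. The median Pol II change over all tested features moved to −0.38 at 4 min, −0.73 at 8 min, −0.68 at 14 min and −0.64 at 20 min on the log2 scale, against about −0.10 at most for Nab3. The cause was not tested. From the drop in correlation, the paper proposes that cross-linking profiles change mostly after the first 4 min.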

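The largest changes at 20 min that both time-courses shared were, for Pol II, HXK1 (5.2, standard error 0.44) and HSP30 (5.13, standard error 0.44), both at a limma adjusted p-value of 5.6e-06. The largest falls were at UTP9 (−4.19, standard error 0.58, adjusted p-value 0.000231) and CUT_CDL055CD2 (−3.96, standard error 0.75, adjusted p-value 0.0015). For Nab3, CUT_CLL027WTa3-C rose by 5.09 (standard error 0.78, adjusted p-value 0.000771) and CUT_COR133WTa3-C by 4.86 (standard error 0.56, adjusted p-value 0.000277). CUT798 changed by −5.78 (standard error 0.72, adjusted p-value 0.000283) and RKI1 by −4.82 (standard error 0.51, adjusted p-value 0.000209).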

To identify transcripts that showed significant differential cross-linking profiles between the control (glucose to glucose) and treated (glucose to no glucose), we fitted a Gaussian process (GP) regression model to both time series^27, 28^ to compute the likelihood that the control and treated originated from different profiles (see Methods; Fig. 3d).

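The same model was fitted here with the settings of the Methods, a squared-exponential covariance with an amplitude of 50% of the variance of all series, a length scale of 1 min, and the variance of the control series as noise. The Methods divide each series by its value at 0 min. Here the log2 of that ratio was used with a prior mean of 0, chosen from the axis of Fig. 3d, and the ratio on the linear scale was an alternative. Transcripts above 0 at all time-points entered, 4535 for Nab3 and 2881 for Pol II, and those with a Bayes factor of at least 10 for 2 profiles over 1 were counted. On simulated series for these features, the model recovered 91.9% (Nab3) and 94.4% (Pol II) of the transcripts changed by at least 4-fold. It also called 11.3% and 13.7% of the unchanged transcripts. The simulated control had the same noise as the other series. The real control was deeper, with median reads of 431197 against 126199 and 344241 for Nab3 and 373446 against 125459 and 71980 for Pol II. Unchanged transcripts may therefore be called more often in the data. There is 1 control time-course per protein. When a time-course without glucose took its place in the model, between 67.2% and 82.3% as many transcripts were called as with the true control.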

Finally, to validate our findings we used the anchor-away system^29^. 

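Pol II χCRAC in the Nab3-FRB anchor-away strain was analysed in 2 time-courses with the solvent ethanol and 2 with rapamycin, which tethers FRB-tagged Nab3 to an anchor protein outside the nucleus. The values are FPKM, scaled by the authors within each table. Ethanol time-course 1 had 47401 to 299362 reads on features per library (median 122094) in 7 libraries and ethanol time-course 2 had 230649 to 405453 (median 335773) in 7 libraries. Rapamycin time-course 1 had 273006 to 730142 (median 500127) and rapamycin time-course 2 had 205443 to 362780 (median 298138.5), each in 8 libraries. Some sample labels differ from the time-points of the figures: 18 and 51 min of ethanol time-course 1 stand beside 14 and 40 min, and 10, 18 and 28 min of rapamycin time-course 1 beside 8, 14 and 20 min. The 20 min sample of ethanol time-course 1 and a 0 min column of ethanol time-course 2 were not used, since no label and column name matched. The drug was given to whole cultures, so each culture, averaged over 1 and 2 min (early) or 14, 20 and 40 min (late), counts as 1 replicate, 2 against 2. A strain with the anchor but without the FRB tag on Nab3 has 1 library per condition, at 0 and 14 min, with and without rapamycin, with 431659 to 836241 reads.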

By tagging Nab3 with the FKBP12-rapamycin-binding (FRB) domain in the anchor-away strain, we were able to rapidly and effectively deplete Nab3 from the nucleus by adding rapamycin to the glucose medium 1 h before shifting the cells to medium lacking glucose (see Methods, Supplementary note 1, Supplementary Figs. 5 and 6).

### χCRAC provides insights into transcription kinetics

GP analyses identified 2431 Pol II transcripts that showed significant changes in Pol II cross-linking profiles after the shift to medium lacking glucose (Bayes Factor > 10 supporting different response dynamics (see Methods)). 

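In the re-fitted model, 2120 of the 2881 transcripts tested had a Bayes factor of at least 10, which is 73.6% of those tested and 17.0% of the 12454 annotated features. The count was 2014 with values on the linear scale and 2102 with a length scale of 4 min, and 2044 and 1935 with either time-course left out. With a minimum mean FPKM of 10, which leaves 1874 transcripts to test, 1382 were called.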

The largest changes were observed in snoRNAs, protein-coding genes and anti-sense RNAs (Fig. 4a). 

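Of the annotated snoRNAs, 63 of 77 were called (81.8%, exact 95% interval 71.4% to 89.7%), with a median largest change of 1.51 on the log2 scale. Protein-coding features were called in 1698 of 6692 cases (25.4%, 24.3% to 26.4%), with a median largest change of 1.65. Of 402 anti-sense RNAs, 37 were called (9.20%, 6.56% to 12.5%), or 71.2% of the 52 that were above 0 at all time-points, and their median largest change was also 1.65. The share among tRNAs was 114 of 299 (38.1%, 32.6% to 43.9%), above that of protein-coding features, but with a median largest change of 0.89. Reads of tRNA genes with several copies had been distributed at random. XUTs had a median largest change of 1.71, and 63 of the 78 tested were called (80.8%), which is 3.80% of those annotated. For SUTs these values were 1.63, 40 of 51 (78.4%) and 4.72%. Of the 6 snRNAs, 5 were called (83.3%), with a median of 1.32. Of the protein-coding features tested, 76.1% were called. With a minimum mean FPKM of 10 the protein-coding share was 15.3%, the largest move of this share under any alternative.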

To determine how well our data agrees with previous transcriptome-wide studies, we analyzed the Pol II cross-linking profiles for protein-coding genes in more detail. 

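Of the 2230 protein-coding features tested for Pol II, 756 were called, changed by at least 1.5-fold and had a correlation between time-courses of at least 0.7, and these were grouped by K-means. The clusters held 337, 296, 65 and 58 genes. With a minimum correlation of 0.5, the largest move, 1085 genes were grouped. Over all genes, the changes in this section are relative to a median that fell with time, as given with the limma counts, and a cluster that is flat relative to the FPKM sum is not flat relative to that median.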

For the majority of protein-coding genes the changes in profiles could be summarized into 4 K-means clusters (Fig. 4b). Genes in all four clusters were enriched for distinct GO-terms. 

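In cluster 0 the median log2-fold changes of the 337 genes at 1, 2, 4, 8, 14 and 20 min were −0.37, −0.16, −0.95, −2.11, −2.58 and −2.57. The cluster held 93 of the 137 r-protein genes of the annotation, among them RPP0, and the assembly factors NOP58 and UTP9.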

Cluster 0 is highly enriched for genes from the Ribiregulon (ribosomal proteins (r-proteins) and ribosome assembly factors) that are downregulated during glucose deprivation. 

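Cluster 1 fell less far, with medians of −0.01, 0.09, −0.59, −1.26, −1.36 and −1.36 over its 296 genes. It held 45 open reading frames of Ty elements, whose reads the authors distributed over near-identical copies at random, and 31 r-protein genes.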

Cluster 1 is enriched for genes involved in DNA metabolism and transposition. 

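The medians of cluster 2 (65 genes) were −0.17, −0.22, −0.12, 0.13, 0.92 and 1.11 at 1 to 20 min, and those of cluster 3 (58 genes) were 0.26, 0.17, 0.55, 1.67, 2.62 and 2.89. Cluster 3 held HXK1, GLK1, ENO1, HSP30, HSP78 and YBR085C-A, and cluster 2 held SSA2.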

Clusters 2 and 3 contain many stress responsive genes and genes involved in respiration that are known to be upregulated during glucose starvation^18, 20^. These results are in excellent agreement with previous studies^18, 20^, demonstrating that Pol II χCRAC can accurately measure changes in gene expression at high temporal resolution.

**Fig. 4:**
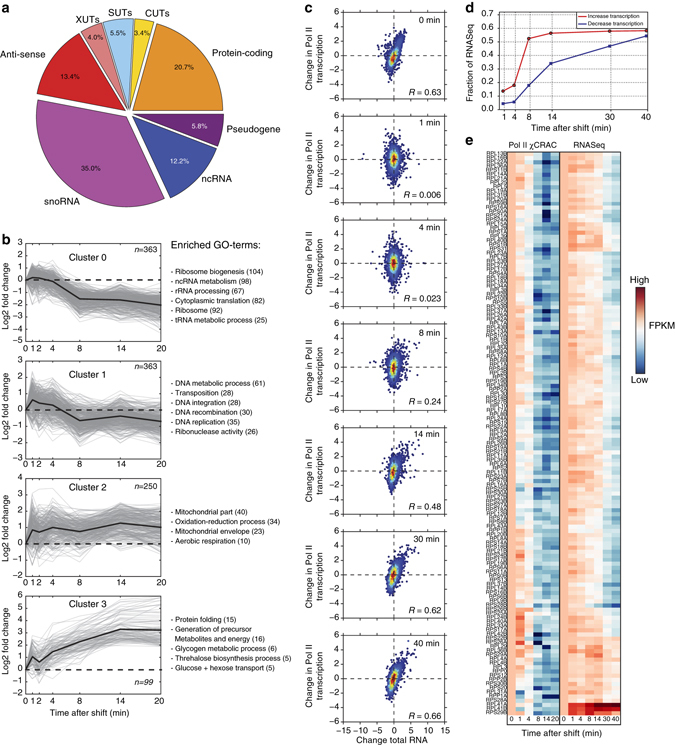
RNA polymerase II χCRAC shows rapid changes in Pol II transcription during glucose deprivation. **a** The pie chart shows what percentage of each RNA class showed changes in Pol II transcription during glucose deprivation. **b** Pol II cross-linking profiles for protein-coding genes were generated by K-means clustering, performed using STEM^60^. Only mRNA profiles were selected that showed a maximum fold-change of at least 1.5 and had a mean pairwise correlation over two biological replicates of 0.7. The *gray* lines indicate profiles from individual genes. The *dark black lines* show the average profile for each cluster. Enriched gene ontology (GO) terms are indicated on the *right* side of each graph. The *y*-axis shows the log2-fold change of each time-point relative to time-point 0 (glucose sample). The *x*-axis shows the time-points that were analyzed (minutes) during the glucose starvation time-course. **c** Comparison of changes in Pol II transcription (*y*-axis) to changes in total RNA levels (*x*-axis) for several time-points. *Red* and *blue* colored dots indicate high and low data point density, respectively. To compare the data sets, we Z-normalized the fragments per kilobase transcript per million reads (FPKM) values. *R*-values indicate Pearson correlations. **d** RNA degradation is a rate limiting step during the glucose deprivation response. For each time-point, we calculated what fraction of genes that showed an increase or decrease in transcription (>=2-fold) also showed a similar change in the RNASeq data (*y*-axis). The *x*-axis shows the time-points (minutes) after induction of glucose starvation that were analyzed. The *red line* shows the results for the transcriptionally upregulated genes. The *blue line* shows the results for transcriptionally downregulated genes. **e** Transcription of most r-protein genes is shut down within 4–8 min, but total RNA levels only decrease many minutes later. The *x*-axis shows the time-points (minutes) after induction of glucose starvation that were analyzed. The heat map shows a side-by-side comparison of Pol II χCRAC and RNASeq r-protein data from a glucose starvation time-course. The higher the FPKM, the redder the color. The lower the FPKM the darker blue the color. Note that the RNASeq data has two longer time-points (30 and 40 min)

Another reason for performing Pol II χCRAC studies, was to determine whether the data could potentially be used to develop statistical models for estimating RNA half-lives or to generate mechanistic models for RNA transcription and processing during stress. As a first step in this direction, we asked how well the Pol II mRNA χCRAC data (Fig. 4c, *y*-axis) correlated with changes in the levels of total mRNA as measured by RNASeq at each time point (Fig. 4c, *x*-axis). 

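Across 2183 protein-coding genes above 0 in every library, Pearson's r between the RNA-Seq and Pol II log2 values was 0.621 at 0 min. For the changes against 0 min it was 0.014 at 1 min, 0.031 at 4 min, 0.280 at 8 min and 0.534 at 14 min. The Pol II change at 20 min correlated with the RNA-Seq change at 30 min at 0.711 and at 40 min at 0.741. With a single Pol II time-course, r was 0.623 and 0.715 at 30 min. The largest moves among the alternatives were at 40 min, to 0.641 with Z-scores of linear ratios and to 0.645 with Pol II time-course 2 alone. These are correlations across genes, which are not independent replicates, and no p-value was computed. From the late rise, the paper proposes that total RNA takes about as long to mirror Pol II transcription.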

Only at the 0 (glucose) and late 30 and 40-min (no glucose) time-points a highly positive correlation between changes in total RNA levels and changes in Pol II transcription (Pearson’s *R* = 0.63 to 0.68; *p*-values < 0.01) was observed. These results suggest that it takes about 30–40 min to adjust total RNA levels to mirror Pol II transcription levels. After about 14 min of glucose deprivation ~60% of the transcriptionally upregulated genes also showed a comparable increase in total RNA levels. This percentage only marginally increased at later time-points, (Fig. 4d, red line). This indicates that transcription regulation plays a dominant role during the first 8 min of the glucose deprivation response. In contrast, many genes with decreasing transcription levels only showed a similar decrease in total RNA levels during late stages of the adaptation response, suggesting that the adjustment of steady-state RNA levels for these genes is relatively slow (Fig. 4c and blue line in Fig. 4d). This especially was the case for r-protein coding genes: We observed that transcription of most r-proteins was reduced to basal level already 8 min after the shift, whereas total RNA levels of most r-protein transcripts decreased more slowly (Fig. 4e). 

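At 14 min, 188 genes were at least 2-fold higher in the mean of both Pol II time-courses, and 80 of them (42.6%, exact 95% interval 35.4% to 50.0%) were at least 2-fold higher by RNA-Seq. Among all genes the share that was 2-fold higher by RNA-Seq was 6.46%. With an RNA-Seq threshold of 1.5-fold the share was 53.2%, and with either Pol II time-course left out it was 26.6% and 50.3%. At 8 min the share was 27.8% (35 of 126 genes). RNA-Seq has 1 library per time-point, so the interval covers the number of genes and not biological error.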

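Of the 210 genes at least 2-fold higher in Pol II at 20 min, 122 (58.1%, 51.1% to 64.8%) were so in RNA-Seq at 30 min and 131 (62.4%, 55.5% to 69.0%) at 40 min. The share of all genes higher by this measure was 11.6% at 30 min and 11.5% at 40 min.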

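Among genes at least 2-fold lower in Pol II, 30 of 1043 (2.88%) were also 2-fold lower in total RNA at 8 min and 86 of 1019 (8.44%, exact 95% interval 6.81% to 10.3%) at 14 min. Of the 1017 genes lower at 20 min, 522 (51.3%, 48.2% to 54.4%) were lower in RNA-Seq at 30 min and 665 (65.4%, 62.4% to 68.3%) at 40 min. The shares of all genes that were 2-fold lower in RNA-Seq were 5.41% at 14 min, 29.9% at 30 min and 37.7% at 40 min. At 14 min the share among genes that fell was below that among genes that rose, beyond both intervals. The median Pol II change of all 2183 genes was −0.90 at 14 min, so a 2-fold fall took in 1019 genes and a 2-fold rise 188. These shares were not computed with library medians set equal, so the scaling may account for part of this difference. At 30 and 40 min the intervals of the 2 directions overlapped.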

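For 136 r-protein genes above 0 in every library, the median Pol II log2-fold change was −0.44 at 1 min, −0.09 at 2 min, −0.83 at 4 min, −2.02 at 8 min, −2.21 at 14 min and −2.12 at 20 min. The 2 time-courses gave −2.18 and −1.78 at 8 min and −2.36 and −1.94 at 20 min, while the control time-course was at −0.23 and 0.12. All 136 genes were lower at 8 min, 133 of them by at least 2-fold. The median of all protein-coding genes fell by 0.95 at 8 min and by 0.87 at 20 min, and relative to it the r-protein medians were −1.12 and −1.24. In total RNA the medians were −0.07, −0.30, −0.38, −0.49, −1.28 and −1.71 at 1, 4, 8, 14, 30 and 40 min, or −0.20 at 8 min and −1.06 at 40 min relative to all genes. At 40 min, 133 of the 136 transcripts were lower, 116 of them by at least 2-fold.

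**Figure D1:**
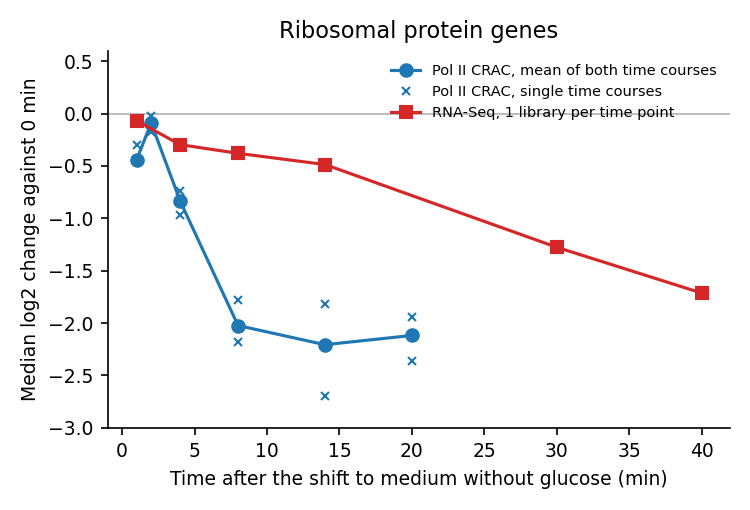
Median log2-fold change against 0 min (y-axis) of 136 r-protein genes by minutes after the shift (x-axis). Blue circles are the mean of both Pol II time-courses, crosses the single time-courses and red squares RNA-Seq with 1 library per time-point. The Pol II median reached −2.02 at 8 min, when RNA-Seq was at −0.38.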

The average mRNA half-life of r-protein coding transcripts during rapid glucose removal was estimated to be around 16 min^30^, which is consistent with the slow decrease in total mRNA levels that we observed during the adaptation response. 

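RPL41A (YDL184C, chromosome IV from 130175 to 130582) had total RNA log2-fold changes of 1.28, 1.23, 1.91, 2.51, 2.46 and 2.62 at 1, 4, 8, 14, 30 and 40 min. Its Pol II changes in time-courses 1 and 2 were −2.76 and −2.25 at 8 min and −1.91 and −2.21 at 20 min. RPL41B (YDL133C-A, chromosome IV from 221490 to 221903) had RNA-Seq changes of 1.23, 1.04, 1.61, 1.93, 1.79 and 1.67, and Pol II changes of −2.26 and −1.43 at 20 min. On the scale of equal library medians, the mean Pol II change of RPL41A was −1.13 and that of RPL41B −0.93 at 20 min. The 2 genes are paralogs, and reads that map to both may have been distributed between them.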

Interestingly, although both *RPL41A* and *RPL41B* were downregulated on the transcriptional level, total mRNA level of these transcripts increased during glucose starvation (Fig. 4e).

Collectively, our data indicate that during glucose deprivation the bulk of the transcriptional changes take place within the first 8 min and that degradation of transcripts from downregulated genes could be a rate-limiting step during the adaptation process.

### Nab3-RNA interaction dynamics during glucose starvation

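In the re-fitted model, 2922 of the 4535 transcripts tested for Nab3 had a Bayes factor of at least 10, which is 64.4% of those tested and 23.5% of all 12454 features. The count was 3082 with values on the linear scale, 3016 with a length scale of 4 min, 2249 of 3397 with a minimum mean FPKM of 10, and 2731 and 2554 with either time-course left out. Among the main classes, 815 CUTs (33.7%), 344 XUTs, 183 SUTs, 125 anti-sense RNAs (31.1%, exact 95% interval 26.6% to 35.9%), 127 tRNAs (42.5%, 36.8% to 48.3%) and 51 snoRNAs (66.2%, 54.6% to 76.6%) were called.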

We detected differential cross-linking of Nab3 to over 4100 transcripts (~37% of all features) during glucose deprivation. 

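Of the transcripts called for Nab3, 1237 changed by at least 1.5-fold and had a correlation between time-courses of at least 0.7. K-means placed 298, 457, 250 and 232 of them in clusters 0 to 3, ordered here from the strongest fall to the strongest rise. With a minimum correlation of 0.5, 1800 transcripts were grouped.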

Using K-means clustering, we divided the Nab3 cross-linking profiles of the differentially bound transcripts into four clusters (Fig. 5a). Interestingly, both clusters 2 and 3 show a very rapid increase in Nab3 cross-linking during the first few minutes of the adaptation response. 

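The median log2-fold change of cluster 3 was 0.74 at 1 min, 1.23 at 4 min, 1.92 at 8 min, 2.26 at 14 min and 2.30 at 20 min, and that of cluster 2 was 0.24, 0.45, 0.75, 0.76 and 0.85. At 1 min, 83.6% of cluster 3 and 60.4% of cluster 2 were above their 0 min value in the mean of both time-courses. In cluster 1 it was 36.1% and in cluster 0 7.72%. The clusters were formed on these same mean profiles, with 1 min included, so their order at 1 min was partly set by the clustering. The correlation of the changes at 1 min between the 2 time-courses was 0.222 across transcripts, so profiles of single transcripts at 1 min are known poorly.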

Clusters 1 and 2 also indicated transient changes in Nab3 cross-linking during the first 8 min of glucose deprivation. These data suggest that Nab3 binding very rapidly changes during glucose deprivation and is dynamic. 

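Cluster 1 had medians of −0.16, −0.73, −1.15, −1.37 and −1.43 at 1, 4, 8, 14 and 20 min. Neither its median nor that of cluster 2 turned back within the first 8 min. Single transcripts of cluster 2 such as ILV5 did, with Nab3 changes of 1.26 and 2.27 at 1 min and 0.04 and 0.86 at 8 min in time-courses 1 and 2. From such profiles, the paper proposes that Nab3 binding changes rapidly and is dynamic.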

Cluster 0 contains transcripts that generally show a decrease in Nab3 binding. 

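The 298 transcripts of cluster 0 had median log2-fold changes of −0.63, −1.45, −2.24, −2.48 and −2.69 at 1, 4, 8, 14 and 20 min.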

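Of the 298 transcripts in cluster 0, 226 (75.8%, exact 95% interval 70.6% to 80.6%) were ncRNAs, made up of 156 CUTs, 36 XUTs, 16 SUTs, 12 anti-sense RNAs and 6 snoRNAs, and 72 were protein-coding. In cluster 1, 306 transcripts (67.0%) were ncRNAs.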

About three quarters of the transcripts in this cluster are ncRNAs (XUTs, CUTs, SUTs, anti-sense RNAs, and snoRNAs), suggesting that Nab3 binding to this class of transcripts decreases during glucose starvation (Fig. 5b). Cluster 3 genes showed an increase in Nab3 binding during the time-course. These generally were underrepresented in ncRNAs, but contained the largest group of protein-coding genes and a number of tRNAs. 

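The log2-fold change of cluster 3 rose at each time-point after the shift, with the FPKM sum of each library held equal by the authors. Among its members were GRE3 with Nab3 changes of 3.83 and 4.17 at 20 min in time-courses 1 and 2, LST8 with 2.27 and 2.96, and SSA2 with 2.82 and 2.80.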

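Cluster 3 held 146 protein-coding transcripts (62.9%, 56.4% to 69.2%), 70 ncRNAs (30.2%) and 15 tRNAs (6.47%). Cluster 2 held 110 protein-coding transcripts (44.0%) and 37 tRNAs (14.8%), and cluster 1 held 149 protein-coding transcripts, the largest number but a smaller part of its 457.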

The vast majority of the reads mapping to the 3′ end of these tRNAs contained CCA trinucleotides, suggesting that they are mature transcripts.

**Fig. 5:**
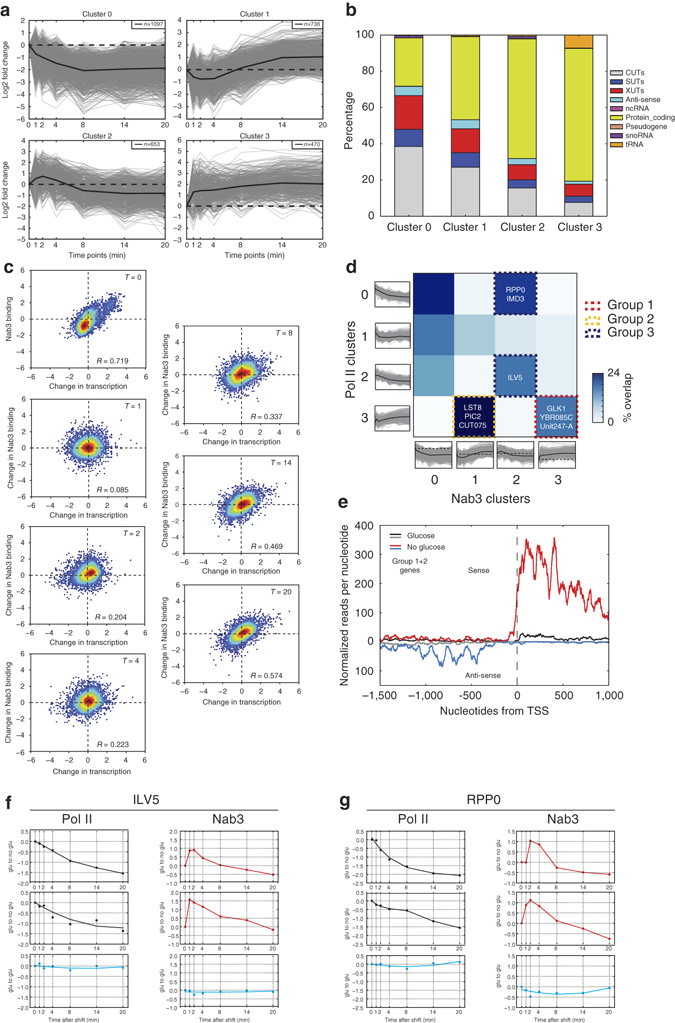
Dynamic binding of Nab3 to many transcripts during glucose deprivation. **a** Clusters of all Nab3 cross-linking profiles generated by K-means clustering, performed using STEM^60^. Only profiles were selected that showed a maximum fold-change of at least 1.5 and had a mean pairwise correlation over two biological replicates of 0.7. The *y*-axis shows the log2-fold change of each time-point relative to time-point 0 (glucose sample). The *x*-axis shows the time-points (minutes) after the shift to medium lacking glucose that were analyzed. **b** Bar chart indicating the percentage of different RNA classes in each cluster. **c** Scatter plots comparing the Nab3 binding (*x*-axis) to Pol II transcription (*y*-axis) for the indicated time-points (minutes) after inducing glucose starvation. To compare the Nab3 and Pol II time-point 0 data we Z-normalized the FPKM values. For time-points 1 to 20 we divided the FPKM values at each time-point by the time-point zero data, which were then Z-normalized. **d** The heat map shows what fraction of the genes belonging in each Pol II K-means cluster (*y*-axis) were also found in each Nab3 cluster (*x*-axis). Dashed lines indicate groups of genes with specific Nab3 and Pol II cross-linking profiles. **e** Shown is the cumulative read density of genes belonging to groups 1 and 2 around the annotated TSS. The *black* and *gray* lines show the sense and anti-sense read densities, respectively, for the glucose data. The *red* and *blue* lines show the sense and anti-sense read densities, respectively, for the glucose-deprived cells (14 min after the shift). **f**,**g** Examples of genes (*ILV5* and *RPP0*) showing a decrease in Pol II transcription and transient cross-linking of Nab3. Biological replicates of the glucose to no glucose (*black* and *red* lines) are shown. The *blue lines* show data from glucose to glucose control experiments. *y*-axis shows fold-change relative to time-point 0

We next asked how well these changes in Nab3 cross-linking correlated with changes in Pol II transcription (Fig. 5c). 

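Across 1818 features above 0 in every library of both proteins, Pearson's r between the Nab3 and Pol II log2 FPKM at 0 min was 0.784 and Spearman's rho was 0.739. For the 4 pairs of single time-courses r ranged from 0.749 to 0.774, and with Z-scores of linear FPKM, the alternative that moved it most, it was 0.508.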

The Nab3 and Pol II glucose χCRAC data (*t* = 0) were highly positively correlated, which is consistent with the co-transcriptional binding of Nab3 to the nascent transcript^31, 32^. However, 1 min after the shift to medium lacking glucose, the Nab3 and Pol II data decoupled, suggesting rapid changes in Nab3 binding that were independent of alterations in Pol II transcription. Thus, during early stages of glucose deprivation, binding of Nab3 to nascent transcripts might be regulated by additional factors, providing an additional level of control, which is largely orthogonal to transcriptional regulation. 

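At 1 min, r between the Nab3 and Pol II changes was 0.185 (rho 0.184), and at 4 min it was 0.239 (rho 0.243). Pairs of single time-courses gave 0.100 to 0.134 at 1 min and 0.102 to 0.278 at 4 min. The replicates were themselves weakly correlated at 1 min, with r of 0.222 between the Nab3 time-courses and 0.180 between the Pol II time-courses. The pairs of single time-courses between proteins lay below both. At 4 min the replicates reached 0.416 and 0.401. From the low correlation after the shift, the paper proposes that early changes in Nab3 binding were independent of Pol II transcription.

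**Figure D2:**
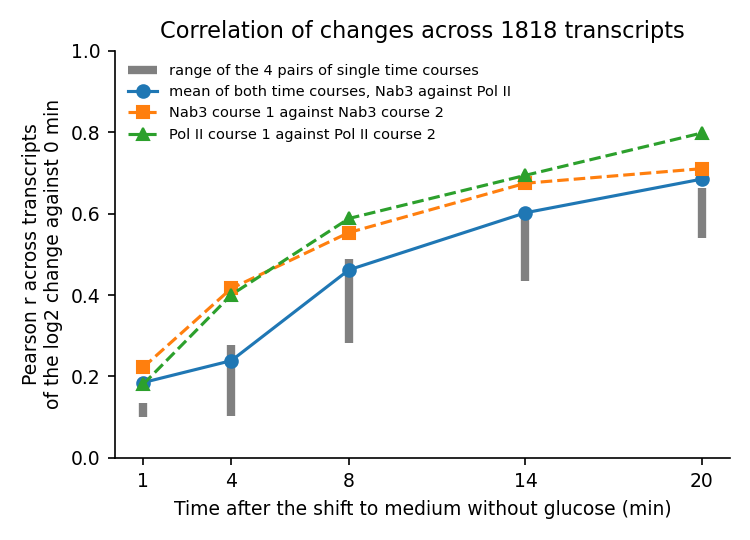
Pearson's r across 1818 transcripts (y-axis) by minutes after the shift (x-axis). The blue line is the mean of both Nab3 against that of both Pol II time-courses, grey bars the range over the 4 pairs of single time-courses, and dashed lines r between the 2 replicates of each protein. The dashed lines compare single time-courses, as the grey bars do, and at 1 min they lie at 0.222 and 0.180 and the bar at 0.100 to 0.134.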

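The correlation between the Nab3 and Pol II changes was 0.462 at 8 min, 0.602 at 14 min and 0.685 at 20 min, and that between replicates rose alongside, to 0.710 for Nab3 and 0.798 for Pol II at 20 min. Pairs of single time-courses gave 0.283 to 0.488 at 8 min, 0.436 to 0.592 at 14 min and 0.539 to 0.663 at 20 min.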

At later time-points, however, the correlation between the data sets improved, indicating that the cells have started to adjust to their new environment. 

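Of the protein-coding genes in a K-means cluster of both proteins, 167 in all, 21 were in the Pol II cluster with the strongest rise, and 20 of these (95.2%) were in the Nab3 cluster with the strongest rise, where 4.65 would fall by chance. Of 16 genes in the Pol II cluster with the weaker rise, 8 were there, against 3.54 by chance. Of 86 genes in the Pol II cluster with the strongest fall, 51 (59.3%) were in the Nab3 cluster with the weaker fall and 21 in that with the strongest fall, against 35.0 and 11.8.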

Consistent with this, comparison of Nab3 and Pol II χCRAC profiles revealed that at later time-points Nab3-binding profiles generally followed Pol II transcription (Fig. 5d, groups 2–3). Notably, group 1 contained many genes involved in the heat-shock response, transmembrane sugar transporters and glycolysis/gluconeogenesis. Group 2 is enriched for genes involved in the oxidative stress response and starch/sucrose metabolism, hinting at a role for Nab3 in regulating the oxidative stress response.

As many yeast promoters are intrinsically bi-directional^24, 33^, the induction of the group 1 and 2 genes during glucose starvation frequently resulted in the appearance of divergent anti-sense transcripts (Fig. 5e), which are also bound by Nab3. Two examples are *CUT075* (Fig. 5d, group 2) and *Unit247/CUT246* (Fig. 5d, group 1) that are readily detected upon the induction of the heat-shock proteins *SSA2* and *HSP78* (both group 3 genes; Supplementary Fig. 7). 

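Nab3 cross-linking to CUT075 (chromosome IV, plus strand, from 974585 to 975017) had log2-fold changes of 2.65 and 3.29 at 20 min in time-courses 1 and 2. Its Pol II changes were 3.19 and 4.43, from 10 and 1 reads at 0 min, so they are imprecise. For Unit247 (chromosome XII, plus strand, from 97919 to 98897) the Nab3 changes were 1.29 and 0.94 and the Pol II changes 1.32 and 1.71, and for the overlapping CUT246 (from 97826 to 99154) they were 1.21 and 0.68, and 0.88 and 1.58. HSP78 (YDR258C, chromosome IV, minus strand, from 971693 to 974272) rose by 4.16 and 3.96 in Pol II and by 4.37 and 5.24 in Nab3, the latter from 2 and 1 reads at 0 min. SSA2 (YLL024C, chromosome XII, minus strand, from 95405 to 97601) rose by 1.99 and 2.08 in Pol II. In these coordinates CUT075 starts just upstream of HSP78 and Unit247 upstream of SSA2.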

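POM33 (YLL023C) is annotated on the minus strand of chromosome XII from 97751 to 98870, which overlaps Unit247 and CUT246 on the plus strand, and YAP6 (YDR259C) on the minus strand of chromosome IV from 974273 to 976392, which contains CUT075. At 20 min without glucose the Pol II log2-fold changes of POM33 were 0.19 and 0.07 in time-courses 1 and 2. Those of YAP6 were 0.84 and 0.07, from 10 and 1 reads at 0 min. After the library medians were set equal, the mean changes were 1.05 for POM33 and 1.38 for YAP6.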

*Unit247/CUT246* and *CUT075* are anti-sense to *POM33* and *YAP6*, respectively. Interestingly, our Nab3-depletion data suggests that Nab3 prematurely terminates these transcripts, preventing the polymerases from reaching the 5′ ends of *POM33* and *YAP6*, which could result in silencing of these genes^15^.

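Among 44 genes of the Pol II cluster with the weaker fall that were also in a Nab3 cluster, 19 were in the Nab3 cluster with the weaker rise, against 10.3 by chance. ILV5 is one of them. This Pol II cluster held 45 open reading frames of Ty elements and this Nab3 cluster held 10, copies that share reads and are not independent. How many of the 19 are Ty frames was not counted, so the excess may rest on them.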

For a number of the downregulated genes we observed a transient increase in Nab3 cross-linking and a reduction in Pol II transcription (Fig. 5d, group 3). Two examples are shown in Fig. 5f,g. Transcription of the *ILV5* and *RPP0* genes decreased almost linearly during glucose starvation (Fig. 5f,g, top two graphs), however, Nab3 cross-linking reproducibly increased about 2–3-fold during the first 4 to 8 min (Fig. 5f,g, top two graphs). These examples demonstrate that χCRAC can detect rapid changes in protein–RNA interactions at very high temporal resolution.

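ILV5 (YLR355C, chromosome XII from 837973 to 839362) had Pol II log2-fold changes in time-courses 1 and 2 of −0.14 and −0.27 at 1 min, −0.61 and −1.03 at 4 min, −1.36 and −1.5 at 8 min, −1.83 and −1.24 at 14 min, and −2.22 and −1.97 at 20 min. Once library medians were set equal, its mean change at 20 min was −1.17. Nab3 cross-linking to ILV5 changed by 0.63 and 1.67 at 4 min, after the peak at 1 min, and by −0.75 and −0.24 at 20 min. It had 232 and 76 Nab3 reads at 0 min. The increase at 1 min was present in both time-courses, while that at 8 min was absent from time-course 1. RPP0 (YLR340W, chromosome XII from 805783 to 806922) had Pol II changes of −2.24 and −0.81 at 8 min and −2.97 and −2.25 at 20 min. Its Nab3 changes were −0.01 and 1.26 at 1 min, 1.23 and 1.20 at 4 min, and −0.39 and 0.17 at 8 min, so both time-courses shared the increase at 4 min only.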

### *In cis* changes in Nab3 binding during glucose deprivation

Nab3-binding profiles within transcripts also changed for many genes during glucose starvation (Fig. 6). As anticipated, the majority of the Nab3 cross-linking peaks identified in the glucose data (*t* = 0) clustered near the 5′end of protein-coding genes where Nab3 is known to act^31, 32, 34^ (Fig. 6a). However, 14 min after the shift to medium lacking glucose, the binding pattern of Nab3 appeared to spread more into the coding sequence (Fig. 6b). The Nab3 peak distribution plot in Fig. 6c confirmed that the Nab3-binding site distribution in the no-glucose data was significantly different from the glucose data (two sample Kolmogorov–Smirnov test; *p*-value < 10^−5^). A striking example was the enolase (*ENO1*) gene, an enzyme involved in gluconeogenesis and glycolysis (Fig. 6d), which is strongly upregulated during glucose deprivation (Fig. 6d, top panel). 

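ENO1 (YGR254W, chromosome VII, plus strand, from 1000885 to 1002524) had Pol II log2-fold changes of 2.01 and 2.16 at 8 min and 2.11 and 2.38 at 20 min in time-courses 1 and 2, against −0.10 in the control time-course at 20 min. Relative to libraries with equal medians, the mean change at 20 min was 3.17. Nab3 cross-linking rose by 1.84 and 1.92 at 20 min and total RNA by 2.51 at 40 min. ENO2, a paralog with which ENO1 shares similar sequence, changed by 0.56 and 0.62 in Pol II at 20 min.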

In the glucose to glucose Nab3 control data (Fig. 6d, Nab3 (glu to glu)) we mainly observed three Nab3 peaks in the 5′UTR of *ENO1* that overlapped with two CUTs. In the no glucose data (Fig. 6d, Nab3 glu to noglu) the main Nab3 peaks were located further downstream in the coding sequence. This transition happens very quickly: already after the first few minutes of glucose starvation we see a change in the intensity of Nab3 binding at various sites in *ENO1* (Fig. 6d).

**Fig. 6:**
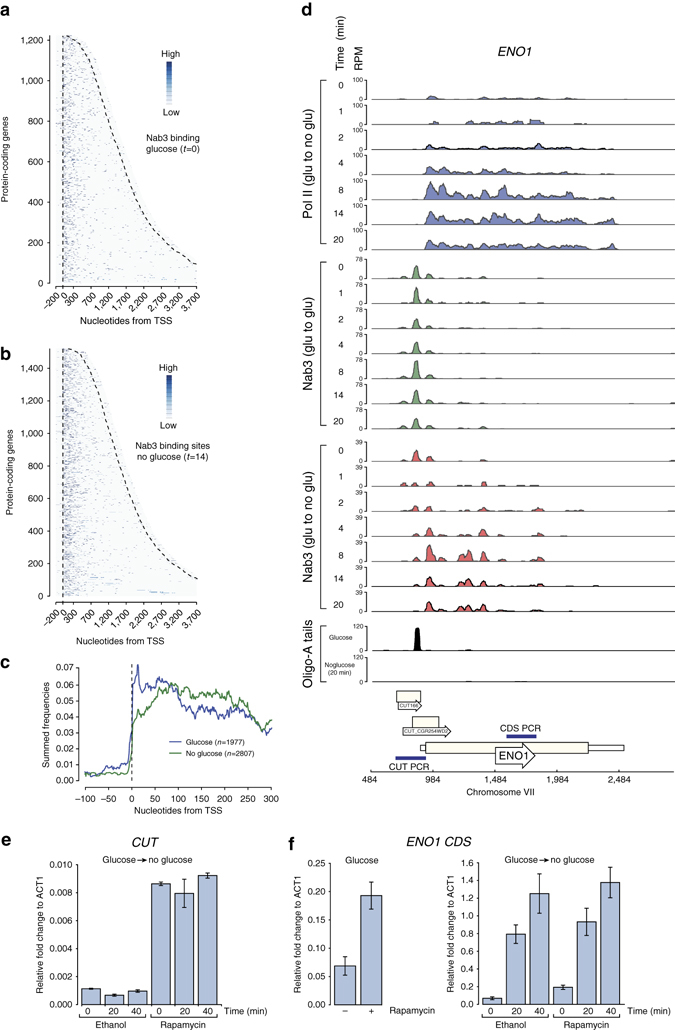
Nab3 binds to different sites in protein-coding transcripts during glucose deprivation. **a** The heat map displays the distribution of Nab3-binding sites across protein-coding genes (*y*-axis) that were aligned by the TSS (*x*-axis) and sorted by length. The *dashed lines* indicate the TSS and 3′-end, respectively. Shown is the glucose data (*t* = 0). **b** Same as in **a** but now for the *t* = 14 no glucose time-point. **c** Distribution of Nab3-binding sites around the TSS. For each Nab3 protein-coding target, the distribution frequency of the binding sites was plotted around the TSS (*x*-axis). These frequencies were subsequently summed (*y*-axis) to generate this distribution plot. The *blue line* indicates the data from the glucose experiment (*t* = 0). The *green line* shows the data from the no glucose *t* = 14 time-point. **d** Genome browser images showing the results of the Pol II control χCRAC experiment (*top panel*; *blue*), Nab3 control χCRAC experiment (*green*), the Nab3 glucose to no glucose χCRAC experiment (*red*) and the total amount of oligo-A tailed reads for the *ENO1* gene. The time-points (minutes) at which samples were harvested after shifting the cells to medium lacking glucose is indicated on the *left* side of each track. **e**,**f** qRT-PCR analyses of *ENO1* and upstream *CUT* levels. Cells were grown in glucose, treated with rapamycin or ethanol for 1 h and subsequently rapidly shifted to medium lacking glucose. RNA was extracted from cells before (0) and 20, 40 min after the shift. The qRT-PCR data were normalized to the levels of *ACT1*, as both the mRNA levels and the Pol II cross-linking profiles for this gene did not significantly change during the time-course (Supplementary Fig. 9a). *ENO1* mRNA levels were quantified using RT-PCR oligonucleotides that amplify a region that is located downstream of the main Nab3 cross-linking sites (see **d**, *bottom track*). To detect the upstream CUT in **e**, we used oligonucleotides that amplify the CUT region, including the Nab3-binding sites upstream of the *ENO1* TSS. The *left bar* in **f** shows the effect of Nab3 depletion on *ENO1* mRNA levels in cells grown in glucose. The *right bar* plot in **f** shows the results for the whole time-course. Error bars indicate s.d. from three to four experimental replicates

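The Pol II log2-fold changes of ACT1 (YFL039C, chromosome VI, minus strand, from 52971 to 54811) in time-courses 1 and 2 were −0.24 and −0.62 at 1 min, 0.26 and 0.30 at 2 min, −0.40 and 0.15 at 4 min, 0.21 and −0.87 at 8 min, −0.30 and 0.20 at 14 min, and −0.02 and −0.02 at 20 min. The time-courses differed in sign at 4, 8 and 14 min. With the medians of all libraries set equal the mean change at 20 min was 0.90. In the single RNA-Seq libraries, ACT1 changed by −0.22, −0.12, −0.52, −0.30, −0.42 and −0.60 at 1, 4, 8, 14, 30 and 40 min.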

These results demonstrate that χCRAC is also capable of detecting rapid *in cis* changes in protein–RNA interactions.

We hypothesized that this redistribution of Nab3 in *ENO1* could be linked to the use of alternative TSSs when cells are grown in glucose. Such a mechanism is sometimes employed to regulate expression of genes encoding metabolic proteins, such as *IMD2* ^35, 36^, under specific conditions. To test whether expression of *ENO1* is controlled by a similar mechanism, we analyzed Cap-binding protein (Cbp1) CRAC^37^, ChIP-Seq^38^ and TIF-Seq^39^ data to identify transcription start sites and transcript isoforms, respectively. All data sets show that transcription can initiate upstream of the *ENO1* TATA box (Supplementary Fig. 8a–c).The high ChIP signal near the CUT TSS indicates that CUT transcription is regulated by TFIID. All the available data indicate that CUT transcription is driven by a different promoter. Relative to the orthologous *ENO2*, formation of transcription initiation complexes at the *ENO1* promoter appears to be inefficient, and we speculate that this is partly the result of transcriptional interference from the upstream CUT (Supplementary Fig. 8c). Transcription of this CUT probably terminates between the *ENO1* TATA box and TSS as high levels of Nab3 cross-linking was detected in this region (Supplementary Fig. 8a). Indeed, analysis of reads containing non-encoded oligo-A tails, which are a hallmark for NNS-exosome degradation^40^, revealed many degradation intermediates that overlapped with the Nab3 cross-linking sites (Fig. 6d panel Oligo-A tails), but mainly in cells grown in glucose. Nab3 depletion resulted in a ~8-fold increase in the CUT levels, confirming that Nab3 binding triggers the degradation of the CUT. However, overall the expression levels did not change during the time-course (Fig. 6e). Relative to *ACT1*, *ENO1* mRNA levels in glucose were low and Nab3-depleted cells showed a modest increase in *ENO1* quantitative reverse transcription-PCR (qRT-PCR) signal (Fig. 6f), possibly because CUT transcripts no longer terminate at the Nab3-binding sites, and less termination in the *ENO1* coding sequence (Fig. 6f, left plot). However, Nab3 depletion did not significantly affect gene expression levels of *ENO1* during glucose starvation (Fig. 6f).

We speculate that the upstream CUT helps to suppress transcription initiation at the *ENO1* transcription start site (TSS) when cells are grown in glucose (also see Discussion and Supplementary note 2).

### Nab3 dampens the expression of stress-responsive genes

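In the model re-fitted to the Nab3 data, 1259 of the 6692 protein-coding features (18.8%, exact 95% interval 17.9% to 19.8%) had a Bayes factor of at least 10, and 1911 could be tested. With values on the linear scale the share was 20.9%, and with a minimum mean FPKM of 10 it was 10.5%, the furthest from the main value.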

Our data analyses (Fig. 5b,d) revealed that almost a quarter of the protein-coding transcripts are differentially bound by Nab3 during glucose starvation. We hypothesized that Nab3 could play a role in regulating the kinetics of these genes during stress. To test this model, we again employed the anchor-away method to deplete Nab3 from the nucleus and asked how this globally affected Pol II transcription. 

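At the gene level, limma on log2(FPKM + 1) with 1 mean per culture, 2 rapamycin against 2 ethanol cultures, called 75 of 4984 features at late time-points at a Benjamini-Hochberg adjusted p-value under 0.05, all higher with rapamycin. At early time-points it called 51 of 5622, of which 47 were higher. The median difference was 0.06 on the log2 scale at early and 0.49 at late time-points over the features tested. Over 3603 features, the mean of the culture medians was higher with rapamycin by 0.31 early and 0.61 late. With the medians of all libraries set equal 1 feature was called late and 41 early. The late feature called on both scales was CUT681 (log2-fold change 4.39, standard error 0.48, adjusted p-value 0.00177). CUT_CtV(AAC)G1D1-A followed (3.46, standard error 0.46, adjusted p-value 0.00862). Early, CUT338 (3.76, standard error 0.47, adjusted p-value 0.00202) and CUT117 (3.59, standard error 0.49, adjusted p-value 0.00232) rose most. The early features that were lower were CUE5 (−2.64, adjusted p-value 0.00821), GPI14 (−2.27, adjusted p-value 0.0224), SUT439 (−1.94) and XUT_2R-63 (−1.86), of which the latter 2 are named after their values were seen. On simulated data with 200 changed features, this design recovered 52.5% of them late and 42% early.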

To identify Nab3-regulated protein-coding genes we calculated Pol II escape indices (EI^41^; Fig. 7a) that are a measure of changes in Pol II distribution over the gene upon rapamycin treatment. We assumed that genes that are tightly controlled by Nab3 would show high read densities near Nab3-binding sites in the promoter proximal region as a result of Pol II pausing. Upon Nab3 depletion, we expected that these “pileups” would largely dissolve, leading to an increased Pol II density over the body of the gene (see example in Supplementary Fig. 6b). Thus, genes with an EI > 1 are potentially regulated by Nab3. To reduce noise, we only considered highly expressed genes with an EI > = 2 that showed at least a 1.5 increase in Pol II transcription upon rapamycin treatment (see Methods for more details; Fig. 7b, top-right red quadrant).

**Fig. 7:**
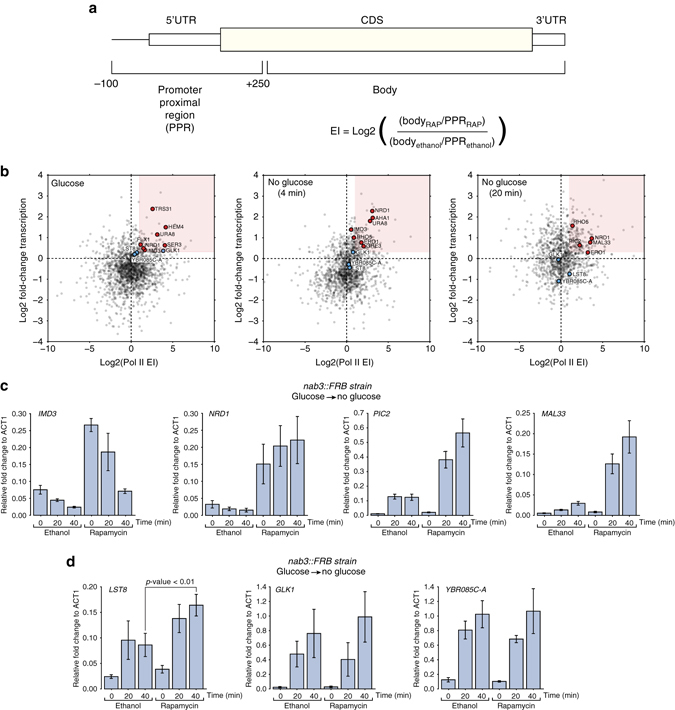
Nab3 regulates the timing of expression of stress-responsive genes. **a** Schematic representation of how escape factors (EI) were calculated. For more details, see the Methods section. **b** Nab3 targets different transcripts during glucose deprivation. The scatter plot shows the comparison of escape indices (EIs) and changes in Pol II transcription for protein-coding genes before the shift (0) and 4 and 18 min after the shift to medium lacking glucose. The *red square* indicates genes that showed at least a 1.5-fold increase in transcription and an EI of at least 2. The *red dots* indicate genes that could potentially be attenuated by Nab3. The *blue dots* indicate genes that, based on the EI, are less likely to be regulated by Nab3. **c** Quantitative RT-PCR analyses of *IMD3*, *NRD1, PIC2,* and *MAL33* transcripts during a glucose starvation experiment. Cells were grown in glucose to exponential phase, treated with rapamycin or ethanol for 1 h and subsequently rapidly shifted to medium lacking glucose (but supplemented with rapamycin). RNA was extracted from cells before (0) and 20, 40 min after the shift to medium lacking glucose. **d** Same as in **c** but now for genes that based on the calculated EI are less likely to be regulated by Nab3. Error bars indicate s.d. from three to four experimental replicates. The *p*-value was calculated using an Welch’s *t*-test on the data from the 40-min time-points

Five of the 14 genes selected from the glucose data (Supplementary Table 4) were previously shown to be regulated by NNS, including *SER3*, *IMD3*, *NRD1,* and *URA8* and four others (*FLX1, HEM4, TRS31,* and *SEN2*) were picked up as a result of snoRNA read-through. 

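The gene-level Pol II values of the early libraries, at 1 and 2 min after the shift, were compared. Rapamycin over ethanol, 2 cultures each, was 1.28 on the log2 scale for IMD3 (standard deviation of cultures 0.41), 2.01 for NRD1 (0.19), 2.14 for URA8 (0.58) and 0.15 for SER3 (0.44). The cultures of the 2 treatments did not overlap for IMD3, NRD1 and URA8 and overlapped for SER3. For the genes reached by snoRNA read-through, the differences were 2.25 for FLX1, 1.94 for HEM4, 2.58 for TRS31 and 1.95 for SEN2, again with no overlap between cultures. With medians set equal these 4 were 1.94, 1.63, 2.27 and 1.64, IMD3 was 0.97 and SER3 was −0.16. At late time-points SER3 was higher with rapamycin by 1.51, or by 0.86 with medians set equal, without overlap between cultures. The smallest exact permutation p-value that 2 against 2 cultures allow is 0.333.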

We identified a number of new genes that are regulated by Nab3-dependent attenuation during glucose deprivation (Fig. 7b; middle and right plot). These include the aldolase *GRE3,* the mitochondrial copper transporter *PIC2* (Fig. 5 group 2), the maltose fermentation regulatory protein *MAL33* and the small GTPase *RHO5*, all of which were upregulated during glucose starvation. 

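Without glucose and without Nab3 depletion, the Pol II log2-fold changes at 20 min in time-courses 1 and 2 were 3.16 and 2.49 for GRE3 (YHR104W), and 2.16 and 3.16 for PIC2 (YER053C), the latter from 1 read at 0 min. MAL33 (YBR297W) rose by 4.42 in time-course 1 from 2 reads at 0 min and had no read at 0 min in time-course 2. RHO5 (YNL180C) changed by −0.79 and −1.19, or −0.07 in the mean with the medians of all libraries set equal. Total RNA at 40 min changed by 1.21 for GRE3, 2.23 for PIC2, 2.03 for MAL33 and −0.05 for RHO5. With rapamycin against ethanol at late time-points, Pol II was higher by 0.87 on the log2 scale for GRE3, 1.76 for PIC2, 1.64 for MAL33 and 2.72 for RHO5, and no ethanol culture reached a rapamycin culture. With medians set equal these were 0.21, 1.11, 0.98 and 2.07. The paper concludes that these genes are regulated by Nab3-dependent attenuation, for which it also used the distribution of Pol II within the genes, not analysed here.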

Comparison of the Pol II χCRAC profiles of the Nab3-depleted and control (ethanol treated) data for these genes showed a clear accumulation of Pol II around the Nab3 cross-linking sites in the ethanol-treated cells and little transcription downstream, indicative of Pol II pausing and termination (Supplementary Fig. 9b–e). In the rapamycin-treated cells more Pol II could be detected in the body of these genes. Importantly, rapamycin treatment of the anchor-away strain expressing Nab3 without the FRB domain did not noticeably affect the Pol II transcription profiles of these genes (Supplementary Figs 6b,10), demonstrating that the observed changes in Pol II distribution is a direct result of Nab3-FRB depletion from the nucleus.

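In the strain without the FRB tag, rapamycin and no-rapamycin libraries correlated across features at r of 0.949 at 0 min and 0.946 at 14 min, with 1 library each and no replicate check. Among features with at least 50 reads, 73 of 6309 differed by at least 2-fold at 0 min and 88 of 4733 at 14 min. At 14 min the log2 ratio of rapamycin to no rapamycin was 0.02 for IMD3, 0.35 for NRD1 (exact 95% interval of counting error −0.09 to 0.81), 0.41 for PIC2, −0.03 for MAL33, −0.13 for GRE3 and 0.29 for RHO5. For SER3 it was 1.80 (1.29 to 2.34). The libraries also differed at 0 min, with −1.45 for PIC2 (−2.57 to −0.45), −0.56 for RHO5 (−1.03 to −0.11) and 0.53 for SER3 (0.29 to 0.77).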

To substantiate those results, we performed qRT-PCRs on total RNA isolated from cells treated with rapamycin or the solvent (ethanol), focusing on *MAL33* and *PIC2* (Fig. 5d; group 2) (Fig. 7c). As positive controls we analyzed the levels of *IMD3* (Fig. 5d; group 3) and *NRD1*, two genes known to be regulated by Nab3-dependent attenuation^16, 23^. As negative controls we selected three genes (*LST8, GLK1,* and *YBR085C-A*; blue dots in Fig. 7b) that showed both a high increase in Nab3 binding and Pol II transcription in glucose-deprived cells (Fig. 5d groups 1 and 2), however, based on the calculated EIs were less likely to be affected by Nab3 binding. 

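At 20 min without glucose, Nab3 cross-linking to GLK1 (YCL040W) rose by 4.08 and 3.50 on the log2 scale in time-courses 1 and 2, and Pol II by 3.65 and 4.10. For LST8 (YNL006W) Pol II rose by 1.85 and 2.79. Total RNA at 40 min was higher by 2.39 for LST8 and by 2.93 for GLK1. In the anchor-away strain, rapamycin over ethanol at late time-points was 0.03 for LST8, 1.00 for GLK1 and −0.05 for YBR085C-A, and at early time-points 1.29, 1.54 and 2.02. With medians set equal the late values were −0.62, 0.35 and −0.70, so the direction for LST8 depended on the scaling. In the strain without the tag the ratios at 14 min were 0.22, 0.37 (0.21 to 0.53) and 0.18.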

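Pol II on IMD3 was 2.43-fold higher with rapamycin than with ethanol at early and 1.69-fold at late time-points, computed from culture means on the log2(FPKM + 1) scale. The folds were 4.03 and 3.14 for NRD1, 3.28 and 3.38 for PIC2, and 1.88 and 3.11 for MAL33. The late folds were above the median fold of all features, and with medians set equal the late log2 differences were 0.11 for IMD3 and 1.00 for NRD1.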

Although nuclear depletion of Nab3 resulted in only a modest increase in Pol II cross-linking of *IMD3, NRD1*, *PIC2.* and *MAL33* (generally less than twofold), total RNA levels increased quite dramatically (Fig. 7c). This suggests that in the absence of Nab3 a substantially higher number of polymerases reach the 3′ end of these genes and are terminated by the canonical cleavage and polyadenylation machinery. After 1 h of rapamycin-treatment total mRNA levels of *IMD3* and *NRD1* increased about fivefold in glucose, consistent with a role for Nab3 in terminating transcription of these genes^16, 23^. In Nab3-depleted cells, *IMD3* transcription and total RNA levels cells were generally higher throughout the time-course, suggesting that Nab3 is important for repressing *IMD3* expression in glucose and during glucose starvation (Supplementary Fig. 9b; Fig. 7c). In contrast, *PIC2* and *MAL33* mRNA levels only increased in glucose-deprived cells treated with rapamycin (Fig. 7c). Thus, *PIC2* and *MAL33* are clear examples of stress-specific Nab3 targets. 

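For IMD3 (YLR432W, chromosome XII from 1002424 to 1004196), the log2 difference of rapamycin over ethanol for the pairs of time-courses numbered 1 and 2 was 0.77 and 0.69 at 1 min, 2.84 and 1.01 at 2 min, 1.54 and 0.63 at 4 min, −0.43 and −0.28 at 8 min, 0.51 and 0.87 at 14 min, and 0.46 and 1.38 at 40 min. With 1 pair only it was 1.39 at 0 min and 2.44 at 20 min, so 12 of 14 differences were positive. These differences are not independent, since they come from 4 cultures, which the numbers do not pair. At 14, 20 and 40 min they rest on 4 to 31 reads per library. In the cells without the anchor, Pol II on IMD3 fell by 2.1 and 2.46 on the log2 scale by 20 min without glucose.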

Except for *LST8* (Welch’s *t*-test; *p*-value < 0.01), nuclear depletion of Nab3 did not significantly alter total mRNA levels of the control group genes under normal or stress-conditions (Fig. 7d, Supplementary Fig. 9f).

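YBR085C-A (chromosome II, minus strand, from 418907 to 419164) had Nab3 log2-fold changes of 3.00 and 3.06 at 20 min without glucose in time-courses 1 and 2, and Pol II changes of 3.72 and 4.88, the latter from 1 read at 0 min. Total RNA was higher by 2.38 at 30 min and 2.68 at 40 min. In natural logarithms the mean changes were 2.1 for Nab3, 2.98 for Pol II and 1.65 for total RNA at 30 min.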

The observation that Nab3-depletion did not affect *YBR085C-A* gene expression levels was surprising given that we detected a strong increase in Nab3 cross-linking near the 5′ end of the transcript (Fig. 8a,b) and identified hundreds of oligo-A-tailed reads in the sequencing data (Fig. 8a), strongly suggesting that the NNS terminates *YBR085C-A* transcription in glucose-deprived cells. We, therefore, engineered a strain in which the Nab3 and Nrd1 motifs in the 5′ region of *YBR085C-A* were mutated (without affecting the amino-acid sequence) (Fig. 8c). Quantitative RT-PCR analyses revealed that although the difference in mRNA levels between the mutant and the wild-type gene was always less than twofold during the 20-min time-course, the mutant was upregulated faster than the wild-type gene during glucose starvation, demonstrating a role for the NNS in regulating the kinetics of *YBR085C-A* expression (Fig. 8d). Thus, we predict that changes in transcription kinetics induced by NNS-dependent termination is more widespread than the Nab3 anchor away depletion data would suggest.

**Fig. 8:**
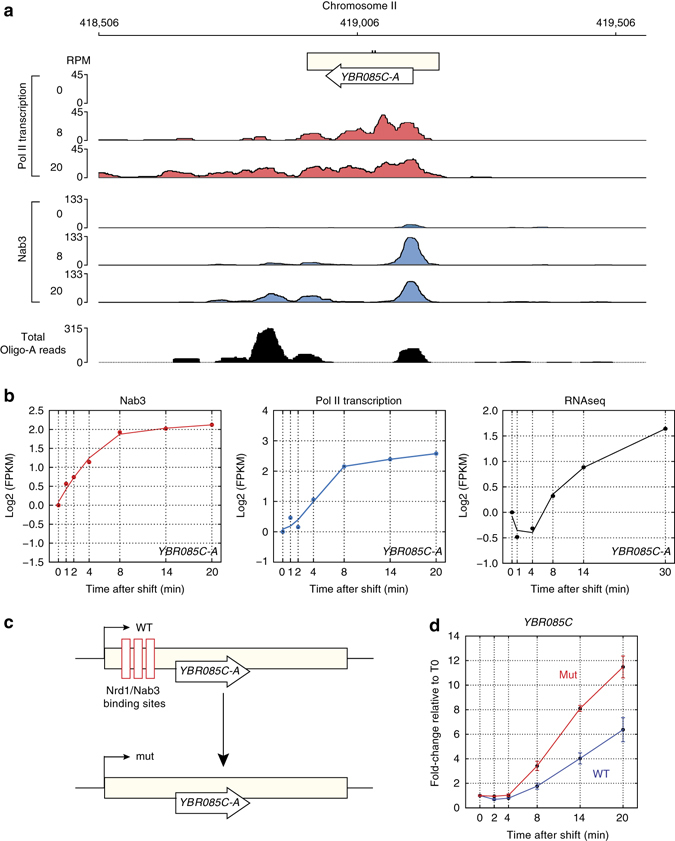
Nab3 induces changes in *YBR085C-A* expression kinetics. **a** Genome browser image showing the Pol II (*red*) and Nab3 (*green*) χCRAC data for the *YBR085C-A* region from cells harvested before (0) or 8 and 20 min after the shift to medium lacking glucose. The *bottom panel* shows the total number of reads with short oligo-A tails mapped to this region. **b** The plots show the log2-transformed FPKMs (*y*-axis) for the *YBR085C-A* transcript from the Nab3 χCRAC, Pol II χCRAC, and RNASeq data. The *x*-axis indicates the time (in minutes) after the shift to medium lacking glucose. **c** Schematic representation of how the *YBR085C-A* Nrd1-Nab3 site mutant was generated. Nrd1 and Nab3 motifs that overlapped with the main Nab3 cross-linking sites in the 5′ end of *YBR085C-A* were mutated (without changing the amino-acid sequence). **d** Quantitative RT-PCR results on total RNA isolated from the wild-type (WT) and *YBR085C-A mutant* (mut) strain during a glucose deprivation time-course. The *y*-axis shows fold change in signal relative to the 0 (glucose) sample. Error bars indicate s.d. from three to four experimental replicates

We conclude that Nab3 controls the induction kinetics as well as the maximum mRNA expression levels of stress-responsive genes during glucose deprivation**.**

### Nab3 suppresses retrotransposon transcription during stress

We showed that prolonged UV-exposure substantially increased Nab3 cross-linking to Ty retrotransposon transcripts (Fig. 2b,e, and f). 

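Ty expression was summarized per library as the median FPKM over the elements of a family, with 1 open reading frame per element, 31 elements for Ty1, 10 for Ty2, 2 for Ty3 and 2 for Ty4. The elements of a family share reads that the authors distributed at random, so they are not replicates, and treatments were compared between 2 ethanol and 2 rapamycin cultures by an exact permutation test, which cannot go below 0.333 (two-sided).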

To investigate whether Nab3 regulates Ty retrotransposon expression, we measured their transcription and total RNA levels in the Nab3 anchor-away strains treated with ethanol or rapamycin. Yeast expresses five different classes of Ty retrotransposons (Ty1 to Ty5)^42^. In line with transposon-abundance, very few reads mapped to Ty5, which was, therefore, not further considered. Consistent with our initial results (Fig. 4b), in the ethanol-treated cells we observed a transient increase in Pol II cross-linking to the highly abundant Ty1 and Ty2 retrotransposons (Fig. 9a,b). 

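In ethanol time-course 1 the Ty1 median was 55.4 FPKM at 0 min, 91.4 at 1 min, 47.5 at 2 min and 17.2 at the last time-point. In ethanol time-course 2, for which no 0 min library was used, it fell from 38.6 at 1 min to 10.8 at 40 min. The Ty2 median of time-course 1 was 16.2 at 0 min, 27.5 at 1 min, 14.7 at 2 min and 7.82 at the last time-point, and that of time-course 2 was 22.2 at 1 min and 13.4 at 40 min. The rise over 0 min therefore rests on 1 culture.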

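The Ty1 median at 1 and 2 min averaged 69.4 and 35.0 FPKM in the ethanol cultures and 42.6 and 45.0 in the rapamycin cultures, a log2 ratio of rapamycin to ethanol of −0.17. It was −0.70 and 0.36 with the cultures numbered 2 or 1 left out, so no direction holds for the early time-points. At 4 and 8 min the log2 ratio was 0.36, with overlapping cultures. At late time-points the medians were 22.9 and 12.2 FPKM with ethanol and 29.5 and 28.1 with rapamycin, a log2 ratio of 0.79 (1.72-fold). Both rapamycin cultures were above both ethanol cultures (exact permutation test p-value 0.333, the smallest possible). With 1 numbered pair of cultures left out, the late ratio was 0.37 and 1.21, and with library medians set equal it was 0.16, the furthest from the main value among the late alternatives. In the strain without the FRB tag, the reads on Ty1 were higher with rapamycin by 0.68 on the log2 scale at 14 min (exact 95% interval of counting error 0.61 to 0.75), and by 0.34 at 0 min.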

Rapamycin treatment did not affect Ty1 transcription kinetics during the first 8 min, however, at later time-points Pol II transcription was significantly higher (Fig. 9a; Welch’s *t*-test; *p*-value < 1.0×10^−6^). This suggests that Nab3 activity is required to suppress transcription of Ty1 transposable elements primarily during late stages of the glucose adaptation response. Consistent with this idea, Nab3 cross-linking to Ty1 was highest at the late time-points (Fig. 9c). 

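Divided by the ethanol Pol II FPKM of the same time-point, Nab3 cross-linking to Ty1 rose from 0.185 at 0 min to 0.383 at 14 min and 0.749 at 20 min in time-course 1, and from 0.729 to 2.01, 4.30 and, at 40 min, 4.63 in time-course 2. In the glucose to glucose control the same ratio rose from 0.085 to 0.536 at 20 min, where the divisor fell from 55.4 to 11.3 FPKM. The divisor is ethanol culture 1 alone at 0 min, culture 2 alone at 20 min and the mean of both otherwise. Culture 1 was the higher of the 2 on Ty1, so the change in the ratio mixes cultures with time. Without division, the Ty1 median was 10.3 FPKM at 0 min and 8.45 at 20 min in time-course 1. In time-course 2 it was 40.42 at 0 min, 76.0 at 1 min, 48.6 at 20 min and 64.7 at 40 min. The log2 change from 0 min to 14 and 20 min was 1.86 with the division and −0.057 without it. From the higher Pol II signal with rapamycin at late time-points, the paper proposes that Nab3 holds down Ty1 transcription mainly then.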

Remarkably, Nab3 appears to control transcription of Ty2 retrotransposons more tightly; In Nab3-depleted cells Ty2 transcription was significantly higher in glucose medium (Welch’s *t*-test; *p*-value < 1.0×10^−7^) and continued to increase during the glucose deprivation response (Fig. 9b). 

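At 0 min, before the shift, the Ty2 median was 16.2 FPKM in the only ethanol culture with such a library used here, and 21.2 and 26.5 in the rapamycin cultures. At 1 and 2 min it averaged 21.1 and 19.3 with ethanol and 28.1 and 31.5 with rapamycin, a log2 ratio of 0.56 (standard deviation of cultures 0.11). The ratio was 1.57 at 4 and 8 min and 1.98 (3.94-fold) at late time-points, with 8.59 and 11.8 FPKM for ethanol and 46.0 and 34.4 for rapamycin. At each of these stages both rapamycin cultures were above both ethanol cultures (exact permutation test p-value 0.333). With the medians of all libraries set equal, the ratios were 0.26 early and 1.31 late. On that scale the 0 min values were 18.6 FPKM with ethanol and 17.7 and 24.4 with rapamycin, so their order depended on the scaling. At 1 min ethanol culture 1 was at 28.8, above the rapamycin cultures at 23.0 and 24.2. At 2 min it was at 17.5, below theirs at 22.1 and 23.8. On the main scale, with either time-course left out, the late ratio was 1.54 and 2.42. In the strain without the tag, Ty2 reads were higher with rapamycin by 0.17 at 14 min (exact 95% interval of counting error −0.009 to 0.357).

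**Figure D3:**
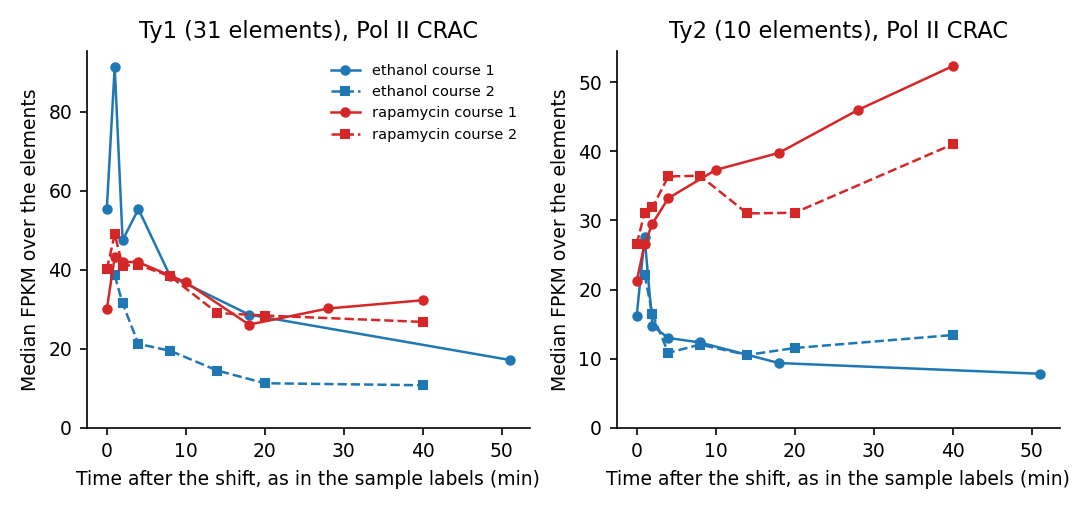
Median Pol II FPKM (y-axes) over 31 Ty1 elements (left) and 10 Ty2 elements (right) by minutes after the shift as the sample labels give them (x-axes). Each line is 1 culture, blue with ethanol and red with rapamycin. For Ty2, late rapamycin cultures average 46.0 and 34.4 FPKM and late ethanol cultures 8.59 and 11.8.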

Nab3 cross-linking to Ty2 transcripts was dynamic, peaking at 14 min after the medium shift (Fig. 9d). These data demonstrate how χCRAC can be used to measure alterations in Pol II transcription kinetics during changes in the environment or in mutant strains.

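The ratio of Nab3 to ethanol Pol II on Ty2 rose from 0.470 at 0 min to 3.46 at 14 min and was 3.26 at 20 min in time-course 1. In time-course 2 it rose from 1.13 to 8.33 at 14 min and was 6.57 at 20 min and 5.52 at 40 min. In the control it was 0.326 at 0 min and 0.515 at 20 min. The divisor is a single ethanol culture at 0 and at 20 min, and not the same one. Without division, the Ty2 median of time-course 1 was 7.60 FPKM at 0 min, 34.5 at 14 min and 37.6 at 20 min. In time-course 2 it was 18.2, 83.0 and 75.8, and 58.6 at 40 min. The peak at 14 min in time-course 1 therefore depended on the division. Divided by Pol II of the strain with untagged Nab3, time-course 1 was highest at 14 min (3.56) and time-course 2 at 8 min (9.16, against 8.56 at 14 min).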

**Fig. 9:**
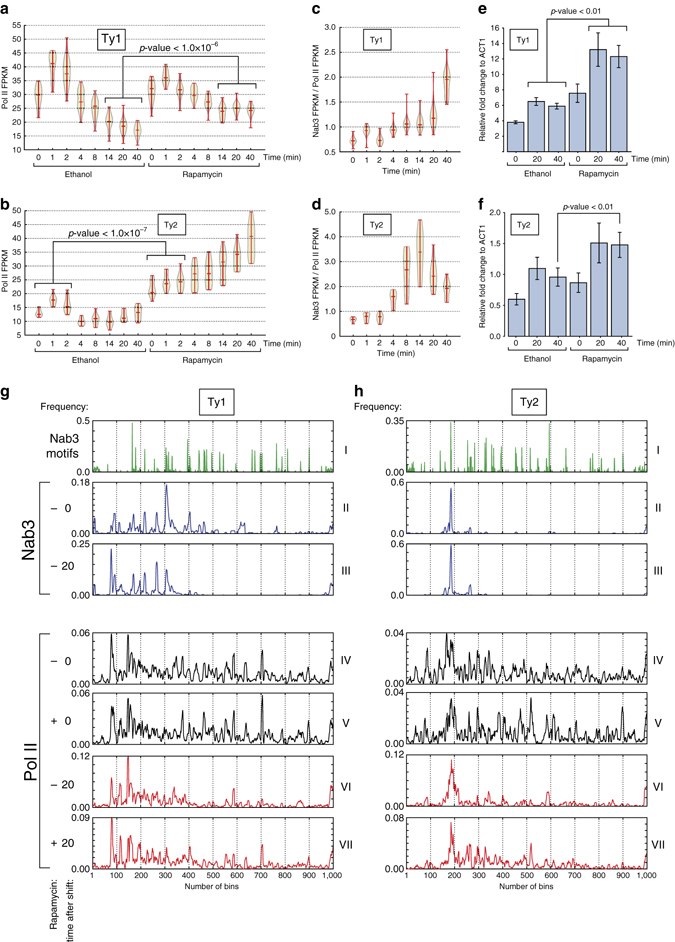
Nab3 regulates the expression of retrotransposons during glucose deprivation. **a**,**b** Violin plot showing the Pol II FPKMs for Ty1 and Ty2 retrotransposons from the *nab3::frb rpo21-HTP* χCRAC data generated in the presence of solvent (ethanol) or rapamycin. Shown are the averaged FPKMs from two biological replicates. Time (min) indicates the number of minutes in medium lacking glucose (but supplemented with rapamycin). The *p*-values were generated using Welch’s *t*-test. **c**,**d** Dynamic cross-linking of Nab3 to Ty1 and Ty2. The violin plot shows Ty1 and Ty2 FPKM distribution from a Nab3 χCRAC time-course experiment. The Nab3 χCRAC data were normalized to the average Pol II ethanol data shown in **a**,**b**. **e**,**f** Quantitative RT-PCR analysis of Ty1 and Ty2 retrotransposon transcript levels during a glucose starvation time-course. The *x*-axis shows the time (minutes) after the shift to medium lacking glucose at which samples were harvested. The *p*-values were generated using a Welch’s *t*-test. **g**,**h** Plots showing the distribution of Nab3 motifs (CUUG and UCUU; panel I), Nab3 cross-linking and Pol II cross-linking to Ty1 and Ty2 transcripts. To normalize for transcript lengths, each gene was divided into 1000 bins (*x*-axis). Roman numerals indicate the results from individual experiments. The *black plots* show the Pol II profiles for cells grown in glucose in the presence or absence of rapamycin. The *red plots* show the Pol II profiles 20 min after the shift to medium lacking glucose, in the presence or absence of rapamycin. For each Ty transcript we calculated the fraction of reads that mapped to each bin for each individual transcript. These were subsequently summed (*y*-axis) to generate these profiles

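Pol II on Ty3 at late time-points had medians of 1.62 and 3.84 FPKM with ethanol and 3.51 and 3.94 with rapamycin, a log2 ratio of 0.58 with overlapping cultures (exact permutation test p-value 0.667). With the medians of all libraries set equal the ratio was −0.08. For Ty4 the ratio was −0.51 at early and 0.97 at late time-points, with 6 to 88 reads per culture late. In the strain without the tag, Ty3 was higher with rapamycin by 0.78 at 14 min, and Ty4 had 59 reads with and 9 without rapamycin.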

For the less-abundant Ty3 and Ty4 retrotransposons the pattern was noisy, however, we could detect an increase in Ty3 Pol II transcription during the last three time-points, indicating that Nab3 is also involved in regulating Ty3 expression (Supplementary Fig. 11). Quantitative RT-PCR analyses confirmed that Ty1 and Ty2 total RNA levels increased during the time-course (Fig. 9e,f), most significantly (Welch’s *t*-test; *p*-values < 0.01) at late stages of the adaptation response.

To ascertain why Nab3 appears to more tightly regulate Ty2 transcription, we next compared the Nab3 and Pol II cross-linking profiles over Ty1 and Ty2 retrotransposon genes in the Nab3-FRB anchor-away strain grown in glucose (*t* = 0) or deprived of glucose for 20 min, with and without rapamycin treatment (Fig. 9g,h). To normalize for the differences in Ty transcript lengths, we divided the reads over an equal number of bins (Fig. 9g,h, *x*-axis). Strikingly, Nab3 cross-linked primarily to a single region in Ty2 retrotransposons (Fig. 9h, panel II), whereas Nab3 cross-linking over Ty1 transcripts was more diffuse (Fig. 9g, panel II). Although Nab3 cross-linking to Ty1 and Ty2 transcripts increased over time during glucose deprivation (Fig. 9c,d), the cross-linking pattern did not dramatically change (Fig. 9g,h, compare panels II and III). Ty1 and Ty2 Pol II cross-linking profiles in cells grown in glucose were very similar, with the read densities roughly evenly distributed over the genes. Rapamycin treatment of cells in glucose only modestly increased the read density downstream of the main Nab3 peaks (Ty1 EI = 0.15; Ty2 EI = 0.37; Fig. 9g,h, compare panels IV and V). These data suggest that only a small fraction of Ty1 and Ty2 transcripts is terminated by Nab3 in glucose. However, 20 min after the shift to medium lacking glucose, Pol II cross-linking downstream of the Nab3 sites in both Ty1 and (in particular) Ty2 transcripts was substantially reduced (Fig. 9g,h, panel VI). Nab3 depletion by rapamycin treatment did not completely resolve the Pol II pileups near the Nab3 cross-linking sites (Fig. 9h, compare panels VI with VII), however, still a much higher fraction of reads was detected in downstream regions (Ty1 EI = 0.47, Ty2 EI = 1.0). These data support the notion that Nab3-dependent transcription termination is mostly active on retrotransposons during glucose starvation.

Collectively, these results demonstrate that Nab3 plays an important role in regulating the kinetics of retrotransposon gene expression during glucose deprivation.

## Discussion

The methodological advances underpinning the development of χCRAC enabled us to glimpse the highly dynamic reprogramming of RBP–RNA interactions in response to stress. Our data reproducibly show widespread relocation of the yeast transcriptional termination factor Nab3 within a minute of the imposition of stress. Given the central role of RBPs in all aspects of RNA life, it is plausible that other RBPs show similar dynamic behaviors. Because χCRAC is generally applicable we anticipate that its use will enable future studies to unearth novel mechanistic insights into the function of RBPs during stress conditions.

Our results provide evidence that Nab3 “dampens” the induction of several stress-responsive genes during stress. What could be the benefit of this? One possibility is that Nab3 functions as part of a negative feedback loop that reduces noise in gene expression by preventing transcription levels from overshooting (Fig. 10a). Nab3 could also regulate the timing of expression of these stress-responsive genes, although both models are not mutually exclusive. Many of these stress-responsive genes are controlled by the same group of transcription factors. Although the benefits of expressing many stress-responsive genes simultaneously undoubtedly has advantages, in some cases it might be required that expression of certain genes is delayed (Fig. 10b) or only strongly induced when the stress signal has reached a certain amplitude. Such a dampening system would also reduce activation of gene expression due to false or noisy signals. In this respect, the role of Nab3 might be similar to that of the Set3c histone deacetylase, although the mechanism is different^43^. Deletion of Set3c induces the expression of certain genes much faster when cells are subjected to changes in carbon sources and, therefore, it was proposed that Set3c dictates the expression timing of these genes^43^.

**Fig. 10:**
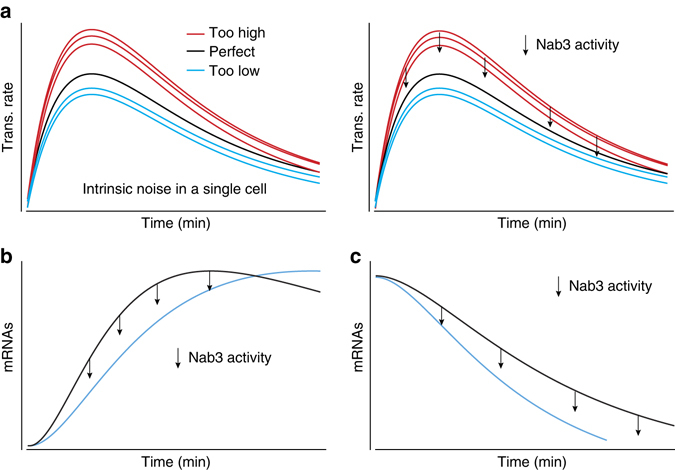
Models for how Nab3 could contribute to regulating gene expression during stress. **a** Shown is a schematic representation of typical gene expression profiles observed during stress responses. The *black lines* in the plots indicate the ideal gene expression profile. The *red* and *cyan* lines indicate variability in gene expression (either too high or too low). Here, Nab3-dependent transcription termination may function to prevent transcription from over-shooting. **b**,**c** Nab3 activity could also contribute to stress adaptation by either dampening the expression of a gene **b**, which would increase the response time, or its termination activity could contribute to rapidly shutting down expression of genes that are downregulated during stress **c**

We also uncovered a role of Nab3 in regulating the expression kinetics of Ty retrotransposons, which are upregulated during a variety of stress conditions^44^. Their expression needs to be carefully controlled as recombination between Ty elements can lead to chromosomal rearrangements, which are detrimental for gene expression and genome stability^45^. In Nab3-depleted cells, transcription of Ty1 and Ty2, in particular, is significantly upregulated at later stages of the glucose deprivation response and we observed a transient increase of Nab3 binding to Ty2 retrotransposons at late stages of the adaptation response. We propose that Nab3 activity contributes to stress adaptation by rapidly shutting down transcription of retrotransposons (Fig. 10c).

In many fungi, as in mammals, retrotransposon transcription is regulated by the RNAi machinery^46, 47^. *S. cerevisiae*, however, does not have RNAi components, and it is tempting to speculate that, in view of its poor conservation, the NNS complex, together with other factors, may have taken up the function of controlling the expression of retrotransposons.

We show that χCRAC can also measure rapid *in cis* changes in protein–RNA interactions *in vivo*. We demonstrate that Nab3 binding to the *ENO1* transcript changes within the first few minutes of the glucose starvation response (Fig. 6). Follow-up analyses revealed that Nab3 binds a CUT that initiates upstream of the *ENO1* TATA box and we predict that transcription of this CUT upstream of the *ENO1* promoter helps to suppress *ENO1* expression when cells are grown in glucose. Deciphering the mechanism of regulation of *ENO1* expression is not trivial as this gene is controlled by many different transcription factors (See Supplementary note 2 and Supplementary Fig. 12). However, it is worth mentioning here that the upstream CUT initiates from an element referred to as the upstream repressor element (URS), which is a binding site for many transcription factors, such as Reb1 and Tye7 (Sgc1), and mediates ~20-fold repression of *ENO1* in glucose^48^. Interestingly, this URS has directionality as reverting this element relieves inhibition of *ENO1* expression when cells are grown on glucose^49^ (Supplementary Fig. 12). This begs the question whether transcription of the CUT is also reversed in this mutant.

There are many biological scenarios where measurements of *in cis* changes, as observed in *ENO1*, could shed light on RBP–RNA interaction dynamics. A major area of interest is the assembly of large macromolecular RNP complexes, such as the ribosome and the spliceosome, which involves dynamic interactions between many proteins and RNAs. It is likely that some assembly factors contact different sites on their RNA substrates or may not occupy all of their binding sites simultaneously during the assembly process, as is the case for ribosomal proteins during ribosome assembly^50^. We envision that χCRAC could be used to perform high-resolution time-resolved analyses of dynamic changes of protein–RNA interactions in RNP particles during their assembly in vivo. Such studies would require the development of protocols to synchronize the cells in a way that the assembly could be monitored from start to finish.

Another major potential area of application is the study of the kinetics of RNA expression, which is a balance of RNA transcription and degradation. Most studies use indirect methods to estimate RNA decay rates, which can rely on Pol II mutants, metabolic labeling or drugs to inactivate transcription^51, 52^. Although these studies have provided a wealth of interesting results, the data generated by these indirect approaches are not always highly correlated^53^. In general, model-based studies assume that RNA decay can be summarized by a single mRNA half-life for each transcript, corresponding to a simple exponential decay process^52, 54^, despite the complexity of RNA degradation pathways^55^. The highly dynamic behavior of the termination factor Nab3 indeed challenges this assumption. Since RNA degradation involves the activity of many nucleases, dissecting the dynamics of individual proteins is likely to be crucial for understanding how the rate of RNA decay is determined. We envision that χCRAC analyses on individual nucleases would enable us to directly measure such interactions, providing invaluable data to constrain and refine our understanding of the kinetics of gene expression.

## Methods

### The Vari-X-linker

The Vari-X-linker incorporates a number of new features that enhance the effectiveness of UV cross-linking. The sample is presented in a controlled 1 cm thick layer contained in a specially constructed UV transparent bag and flanked by two beds of powerful 254 nm (400–550 W) or 365 nm lamps (350 W) that were assembled on trays for easy exchange of the lamps. As far as we are aware, the Megatron is currently the fastest cross-linker available on the market for cross-linking proteins to RNA in actively growing cells^12^. Despite this, it still requires about 100 s to get good cross-linking yields with this machine (or more depending on the protein), which is not fast enough to do time-resolved analyses with minute time-point resolution. Another problem we faced with the Megatron system is that it was not trivial to cross-link cells when the lamps were at full output. As a consequence, cells would not always receive the same level of 254 nm UV intensity during the 100 s of UV-irradiation, resulting in variation in cross-linking efficiencies between samples and noise in the data. It was also not possible to control the temperature inside of the unit. Although the Megatron works well for normal cross-linking studies, these issues made it very difficult to perform time-resolved analyses during short periods. To overcome this, we incorporated a shutter system to allow the lamps to be at full power with stable, repeatable output before exposing the cells. A fan cooling system was installed to minimize thermal shock to the sample. With the Vari-X-linker, the lamps can be left on throughout the experiment and cells will only be exposed when the shutters are opened (Supplementary Fig. 1; shutter release). Using a vacuum pump the cells can be quickly extracted from the UV chamber. The bag in the UV-chamber can be exchanged for a tray that allows for the cross-linking of small volumes or adherent cells in petri-dishes. Cross-linking of adherent cells could be improved by growing the cells on UV-transparent plastic. Using a vacuum pump the cells can be quickly extracted from the UV chamber. We also developed a new filtration device that enables harvesting of 1 L of cells in ~30 s. The Vari-X-linker and the filtration device can be purchased from UVO_3_ (www.vari-x-link.com; ).

### Kinetic CRAC (χCRAC)

For an eight time-points time-course, 8 L of cells were grown in synthetic medium with glucose (SD-TRP) to exponential phase (OD_600_~0.5) at 30 °C. For time-point zero, 1 L of cells were cross-linked in the Vari-X-linker using the high-output 254 nm lamps for 12 s and then harvested by rapidly passing the cells through a 0.8 µm filter (Millipore) using a new vacuum filtration device (see above). The remaining 7 L of cells were harvested on filters and quickly resuspended in S-TRP (no glucose samples) or SD-TRP (glucose control samples) and maintained at 30 °C. For each time-point 1 L of cells were cross-linked in the Vari-X-linker and harvested by filtration as above. This yielded ~1 g of cells for each time-point.

For the PAR-CLIP experiments (Fig. 1c), for each condition 1 L of cells expressing Nab3-HTP were grown to exponential phase in SD-URA-TRP and incubated with 4-thio-Uracil for 5 min (final concentration = 20 µM). After labeling, the cells were rapidly harvested by filtration onto 0.8 µm membranes to remove the free 4-thio-Uracil and resuspended in SD-TRP before UV-irradiation at 365 nm. Removing the free 4-thio-Uracil greatly enhanced the cross-linking efficiency (data not shown).

Cells were lysed in 1 V/w of TN150 (50 mM Tris pH 8.0, 150 mM NaCl, 0.1% NP-40, 5 mM β-mercaptoethanol) and 3 V of Zirkonia beads (0.5 mm; Thistle Scientific) by vortexing the cells five times for 1 min, with a 1-min incubation on ice between each step. Three milliliter of lysis buffer was added and extracts were clarified by centrifugation (20 min at 4500×*g* and 20 min at 20,000×*g* at 4 °C). Extracts were incubated with 250 µl of equilibrated IgG Sepharose beads (GE Healthcare) for 2 h at 4 °C. Beads were washed three times 5 min with 10 ml of TN1000 (50 mM Tris pH 7.5, 0.1% Nonidet P-40, 5 mM β-mercaptoethanol, 1 M NaCl) and three times 5 min with TN150 (50 mM Tris pH 7.5, 0.1% Nonidet P-40, 5 mM β-mercaptoethanol, 150 mMNaCl).

For the Nab3 anchor-away nuclear depletion experiments^29^, cells were incubated with 1 µg/ml rapamycin (Sigma) for 1 h before the cells were shifted to medium lacking glucose (but supplemented with 1 µg/µl rapamycin).

For the Pol II (Rpo21-HTP) χCRAC experiments, cells were lysed in 1 V/w TMn150 (50 mM Tris-HCl pH 8.0, 10 mM MnCl_2_, 0.1% NP-40, 5 mM β-mercaptoethanol, 150 mM NaCl, Roche Midi protease inhibitors; 1 ml per gram of cells). Subsequently, 1 V/w of TMn150 was added containing 1U/ml of RQ1 RNase-free DNAse (Promega) and the suspension was incubated for half an hour on ice to degrade the chromatin.

For the Hfq cross-linking test (Fig. 1b), 0.5 L of bacteria were grown in Luria-Bertani medium (LB) to an OD_600_ of 0.4 and cross-linked in the Megatron and Vari-X-linker for the indicated times. To purify the *E. coli* Hfq-HTF, one gram of cells was lysed as described above. Extracts were incubated with 35 µl of anti-Flag magnetic beads (Sigma) for 2 h at 4 °C. Beads were washed three times 10 min with TN1000 and rinsed three times with TN150.

For the TEV cleavage step, beads (IgG or Flag) were resuspended in 600 µl of TN150 and incubated for 2 h with 10 µg of home-made GST-TEV protease at 18 °C. The TEV eluates were subsequently incubated with 0.1 unit of RNace-IT (Agilent) for 5 min at 37 °C after which 0.4 g of guanidine HCl (Sigma) was added to the TEV eluates to inactivate the RNAses. NaCl and Imidazole was added to a final concentration of 300 and 10 mM, respectively and the samples were incubated overnight with 50 µl of Nickel agarose beads (Qiagen) at 4 °C. Beads were transferred to a Snap Cap columns (Pierce), washed three times with 500 µl wash buffer I (50 mM Tris-pH 7.5, 6 M guanidium-HCl, 0.1% Nonidet P-40, 5 mM β-mercaptoethanol, 300 mM NaCl, 10 mM Imidazole) and three times with 1×PNK buffer (50 mM Tris pH 7.5, 0.1% Nonidet P-40, 5 mM β-mercaptoethanol, 10 mM MgCl_2_). Beads were subsequently incubated with 80 µl of 1xPNK buffer containing eight units of TSAP alkaline phosphatase (Promega) and 80 units of recombinant RNasin (Promega) for 1 h at 37 °C. After one 500 µl wash with wash buffer I and three 500 µl washes with 1xPNK buffer, the beads were resuspended in 80 µl of 3′ linker ligation mix (1xPNK buffer, App-PE 3′ adapter (see Supplementary Table 2; 0.6 µM final concentration), 10% PEG8000, 30 units of T4 RNA ligase 2 truncated K227Q (NEB), 60 units RNAsin (Promega)). The samples were incubated at 25 °C for 4–6 h. Following one 500 µl wash buffer I wash and three 1xPNK buffer washes, the beads were incubated with 60 µl of 5′end labeling mix (1xPNK buffer, 30µCi ^32^P-γATP (Perkin Elmer) and 30 units of T4 polynucleotide kinase (NEB)) for 40 min at 37 °C. ATP (Roche) was added to 1 mM final concentration, followed by another 20-min incubation at 37 °C. Beads were subsequently washed three times with 500 µl of wash buffer I and three times with 500 µl of 1xPNK buffer and incubated with 80 µl of 5′ linker ligation mix (1xPNK buffer, 10 mM ATP, 80 units RNAsin (Promega) 40 units of T4 RNA ligase 1 (NEB) and 5′ adapter (1.25 µM final concentration; see Supplementary Table 2) overnight at 16 °C. Beads were subsequently washed three times with 500 µl wash buffer I and three times with 500 µl of wash buffer II (50 mM Tris pH 7.5, 0.1% Nonidet P-40, 5 mM β-mercaptoethanol, 50 mM NaCl, 10 mM Imidazole). Proteins were eluted from the nickel beads using wash buffer II containing 250 mM Imidazole, TCA precipitated (20% final concentration) and resolved on 1 mm thick 4–12% NuPAGE gels (Thermo Fisher Scientific), transferred to nitrocellulose membranes and visualized by autoradiography. Bands corresponding to the size of the protein of interest, including a region ~ 1 cm above the band, were cut from the nitrocellulose membrane and pooled in a single 2 ml tube. Radiolabeled RNA was extracted by incubating the membrane slices with 200 µg of proteinase K in 800 µl of wash buffer II containing 1% SDS and 5 mM EDTA. The solution was transferred to a new tube and the RNA was subsequently phenol-chloroform-extracted and ethanol-precipitated. Reverse transcription with SuperScript III was performed as per the manufacturer’s procedures (Thermo Fisher Scientific) using the reverse transcription primer listed in Supplementary Table 2. The cDNAs were purified using the Zymo DNA Clean & Concentrator 5 kit and eluted into a final volume of 10 µl. Five microliter of cDNA was PCR amplified using Pfu polymerase (Promega) for 20–24 cycles (95 °C 30 s, 52 °C 30 s and 72 °C 1 min) using PCR oligonucleotides listed in Supplementary Table 2. PCR products were resolved on 2% Metaphor agarose gels (Lonza) and 160–300 bp fragments were gel purified using the miniElute kit (Qiagen) according to the manufacturer’s procedures. Paired-end sequencing (50 bp) was performed by Edinburgh Genomics using the IlluminaHiSeq 2500 and 4000 platforms. This improved the detection of high-confidence cross-linking induced mutations^6^. Following sequencing, samples were demultiplexed using the 5′ adapter barcode sequences and collapsed reads were mapped to the yeast genome. To improve T4 RNA ligation efficiencies, we added random nucleotides to adapter termini that ligate to the RNA (Supplementary Table 2). We found that there is a significant preference for specific donor–acceptor nucleotide combinations for both 5′ and 3′ T4 RNA ligase reactions (Supplementary Fig. 3).

The uncropped images for Figs. 1 and 3b are provided in Supplementary Figs. 13 and 14.

Procedures used for western, northern, qRT-PCR and a description of the yeast strains and media can be found in the Supplementary Methods.

### Processing of raw sequencing data

Sequencing was performed on IlluminaHiSeq 2500 and HiSeq 4000 machine by our Edinburgh Genomics facility. The complete pipeline for the processing of paired-end kinetic CRAC data is available on https://bitbucket.org/sgrann/kinetic_crac_pipeline. The entire pipeline can be run using a single script (CRAC_pipeline_PE.py) that divides the tasks over multiple processors. The pipeline performs the following steps: demultiplexing of raw fastq files by pyBarcodeFilter.py version 2.3.3 from the pyCRAC tool suite^56^ (version 1.2.2.6). Flexbar^57^ then trims the reads and removes 3′ adapters sequences (Supplementary Table 2). Reads are then collapsed using random barcode information provided in the in-read barcodes using the pyCRAC tool pyFastqDupicateRemover.py (see Supplementary Table 2 for adapter sequences). Reads are then aligned to the reference sequence (yeast genome R64 in our case) using novoalign (www.novocraft.com) version 2.0.7 and those that mapped to multiple genomic regions were randomly distributed over each possible location. PyReadCounters then makes read count and fragments per kilobase transcript per million reads (FPKM) tables for each annotated genomic features. Only genes for which cross-linking could be detected in all time-points were considered. Genomic feature files were obtained from ENSEMBL (version R64-1-1.75). Coordinates for anti-sense transcripts, CUTs, XUTs, SUTs, and retrotransposons^24, 33, 58, 59^ were obtained from the Saccharomyces Genome Database (sgd; yeastgenome.org).

### Identification of Nab3-binding sites and oligo-A reads

PyCalculateFDRs.py was used to find significantly enriched Nab3-binding peaks using default settings. Only peaks with at least five reads were considered and the minimum width of the peak interval was set to 20 nucleotides. Oligo-A reads were identified using blast and in-house perl and python scripts. PyBinCollector.py was used to generated the Nab3 and Pol II cross-linking distribution figures.

### K-means clustering

K-means clustering of cross-linking profiles was performed using the STEM clustering program^60^. Only profiles were selected that showed a fold-change in FPKM of at least 1.5 and had a mean pairwise correlation over two biological replicates of 0.7.

### Escape indices and selection of Nab3 attenuated genes

To calculate the Pol II transcription EI^41^, we first selected protein-coding genes that had a minimum coverage of 10 FPKM at the indicated time-points (0, 4 and 18 min after the induction of the glucose deprivation response). The EI was calculated by summing the nucleotide density in the promoter proximal region (PPR; −100 to + 250 from the 5′UTR) and dividing this number by the nucleotide density of the body region (+251 to 3′ end). Subsequently, we divided the values for the 4 and 18-min time-point by the values for the 0 time-point to calculate the EI. These data were then compared to changes in Pol II transcription, which was calculated by dividing the total normalized nucleotide density of the whole gene from the 18-min sample by the total normalized nucleotide density of the 0-minute sample. We then only selected those genes that showed an increase in transcription of at least 1.5, a coverage of at least 10 FPKM and EI of at least 2. From the resulting list of genes, only genes were selected that (a) had Nab3-binding sites near the 5′ end of the gene and (b) showed reproducible profiles in a replicate experiment.

### Data normalization

We scaled the FPKM values of all transcripts within each time point by a constant factor such that the sum of FPKMs for all time points and all experimental replicates is the same. This was done for all data sets that were analyzed simultaneously, e.g., Nab3 and Pol II data sets (see below). For all data sets, the same time points were used (on a few occasions, temporally close time points were deemed identical for experimental purposes). Finally, for all analyzed data sets, we divided each time series of each experimental replicate by its steady state value before the imposition of stress (at 0 min after the nutrient shift). This way, all time series start at the same normalized binding value of 1 a.u. before the nutrient shift and the other values for later time points are relative to the background binding signal. We only keep those transcripts for the analysis that have real values for all time points in all experimental replicates after all steps of the normalization procedure.

### Differential gene expression analyses

For the differential expression analyses we used DESeq2^22^ in which two Megatron data sets were compared to four Vari-X-linker Nab3 glucose data sets. Only differentially expressed genes were selected that had an adjusted *p*-value of 0.05 or lower.

### Testing for differential dynamic response

To determine whether the imposition of stress results in differential dynamics of RBP binding, we used a Bayesian non-parametric regression approach. Let *f*_*j*_(*t*) represent the binding response in condition *j* (stress or control) at time *t*, relative to time 0. Our main assumption is that this response, averaged over a population of cells, can be well modeled as a smooth function of time. To capture this assumption, we formulate a probabilistic model for the response function in terms of GPs (see e.g.^27^). A GP is an infinite-dimensional generalization of the multivariate Gaussian distribution, which provides a suitable prior distribution over a space of functions. Here we enforce the smoothness assumption by modeling correlations between function values at times *s* and *t* using a squared-exponential covariance function:

$${\rm{cov}}({f}_{j}(s),\,{f}_{j}(t))={a}^{2}\exp \left[-\frac{{(s-t)}^{2}}{2{\lambda }^{2}}\right]$$

This covariance depends on two hyperparameters *α, λ* that are fitted to the data as described below.

We assume that observations *y*_*j*_(*t*) of binding to a specific transcript in condition *j* at time *t* (i.e., FPKM from the CRAC experiment at time *t* in condition *j*) are obtained from the unobserved function *f*_*j*_(*t*) by addition of zero-mean Gaussian noise with standard deviation *σ*. These assumptions enable us to marginalize exactly the unobserved function values to obtain an estimate of the data evidence (or marginal likelihood).

$$p(y(0),\ldots ,y(T)|\alpha ,\lambda ,\sigma )$$

We then reformulate the testing question as a model selection problem. We consider two competing models:

- H0, all the time series (control and stress) can be explained as noise corrupted observations of a single underlying function *f*(*t*) describing the dynamics of the system (null hypothesis).
- H1, control and stress time series result from two distinct underlying dynamics, i.e., there are two functions *f*_c_(*t*) and *f*_*t*_(*t*), which generate the observations (alternative).

The ratio of the evidence under the two hypotheses (Bayes factor) quantifies the ratio of posterior probabilities of each model being correct, and hence provides a criterion for selecting one hypothesis over the other. We follow Kass and Raftery^28^ in adopting a Bayes factor greater or equal to 10 as strong evidence of one hypothesis over the other. The Bayes factor computation is performed independently for every transcript; it should be noted that, as this is a Bayesian method, no issues of multiple testing arise, since sampling variability is already accounted for in the marginalization process.

It should be noted that the evidence calculation can only be performed exactly when the covariance hyperparameters *α*, *λ* as well as the observation noise with standard deviation *σ* are known. Such parameters can also be assigned a prior distribution and marginalized for a fully Bayesian treatment; however, this greatly complicates the computational task of computing the evidence as exact marginalization is not possible. To avoid these additional overheads, we adopted an empirical Bayesian strategy and fixed the hyperparameters in a data-driven fashion. The scaling hyperparameter*α* ^2^ was defined as 50% of the variance of all binding time series, in control and treatment experimental replicates, for a given transcript. The length scale hyperparameter *λ*, which determines the number of units the data can be extrapolated away from, was globally set as 1 min. The variance of the observation noise *σ* ^2^ was chosen to be the variance of the binding time series of a given transcript in control conditions, i.e., under the glucose-to-glucose shift. Notice that the GP models under both hypotheses were provided with the same hyperparameter values, to avoid over fitting to the data.

### Code availability

The pyCRAC package^56^ used for the data analyses is available on https://bitbucket.org/sgrann/pycrac. The complete data analysis pipeline is available on https://bitbucket.org/sgrann/kinetic_crac_pipeline/. Other python and perl scripts used for isolating oligo-A tailed reads are available upon request.

### Data availability

Fastq and processed sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE85545 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE85545). The data that support the findings of this study are available from the corresponding author upon request.

## Electronic supplementary material

Supplementary Information Supplementary Figures, Supplementary Tables, Supplementary Notes, Supplementary Methods and Supplementary References

Peer Review File Reviewer reports and authors' response from the peer review of this Article at Nature Communications

How the deposited data were processed for this re-analysis (not part of the article)

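Nab3 and Pol II (Rpo21) χCRAC and RNA-Seq data of yeast were taken from 13 tables, with 88 samples, of which 86 libraries were used here (24 Nab3, 55 Pol II and 7 RNA-Seq). The tables cover Nab3 with the Megatron and the Vari-X-linker, Nab3 and Pol II time-courses after a shift to medium without glucose or with glucose, RNA-Seq of total RNA without glucose, and Pol II time-courses in the Nab3-FRB anchor-away strain with ethanol or rapamycin and in the strain without the tag.

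The FPKM values were made by the authors, as deposited, from reads that were demultiplexed, trimmed of adapters, collapsed by random barcode, aligned to the yeast R64 genome with novoalign and counted on annotated features with pyReadCounters. By the Methods, reads that map to several places were distributed over them at random, which stays open for the Megatron table. The aligner and counter of the RNA-Seq tables are not stated separately. The annotation holds 12454 features, with CUTs, XUTs, SUTs, anti-sense transcripts and retrotransposons added to the genes, and 99.9% of its coding sequences lie at the same place in the R64 reference used here. Within a table the authors had scaled the FPKM so that each Nab3 time-course library, and each Pol II library of time-courses 1 and 2 without glucose, sums to 635450.2. The Pol II glucose control and the ethanol and rapamycin time-courses had been scaled to other sums. The RNA-Seq, Megatron and untagged strain tables were not scaled to one sum.

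In each of the 86 libraries every low FPKM value times its feature length was a whole multiple of one step, and this gave the number of reads on each feature. Nab3 libraries had 10350 to 1309744 reads, Pol II libraries 25776 to 836241 and RNA-Seq libraries 7557054 to 17997382. Depth limits the precision for single features most in the Vari-X-linker library of the Megatron table and at 1 min of Pol II time-course 1. Where 1 library stands on each side, exact binomial intervals at the 95% level give the counting error alone.

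Changes with time were tested with limma 3.58.1 (statmod 1.5.0, R 4.3.3) on log2(FPKM + 1), with time-point and time-course as factors, for features above 0 in every library, and p-values were adjusted by Benjamini and Hochberg with a threshold of 0.05. Rapamycin and ethanol were compared with limma on 1 mean per culture. Adjustment was within each comparison. The Gaussian process model was written from the Methods, with an amplitude of 50% of the variance, a length scale of 1 min, the variance of the control as noise and a Bayes factor threshold of 10. The Methods divide each series by its value at 0 min. The log2 of that ratio was used here, from the axis of Fig. 3d, with the ratio itself as an alternative. The prior mean of 0 was chosen here, and the paper's text does not name it. K-means with 4 clusters used the fold filter of 1.5 and correlation filter of 0.7 of the Methods. Correlations are Pearson's r across features above 0. The share of genes that follow Pol II used a change of 2-fold in both data types. Ty families were summarized by the median over elements, and 2 against 2 cultures were compared by exact permutation. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.

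The methods were tested on simulated data. With 200 features changed by 2 or 3 on the log2 scale, limma recovered 64.5% for Nab3 (5 false calls), 75% for Pol II (10), 52.5% for late rapamycin (3) and 42% for early rapamycin (3). Samples were matched to conditions and replicates by their labels and the paper. Where labelled times differ from those of the figures, the times of the paper were used.

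The alternatives set before the data were examined were a pseudocount of 0.1, no detection filter, a minimum mean FPKM of 10, no replicate block or an added one, equal library medians, subtraction of the control time-course, all libraries with a random effect of culture, other time windows, and for the model and clusters the linear scale, a length scale of 4 min and a correlation filter of 0.5, with each replicate left out in turn. Chosen after the data were seen were the late window of 14 and 40 min in every culture, all open reading frames of the Ty elements, and the Nab3 values on Ty without either replicate.

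Left out were 3 columns of values whose names matched no sample label. The Megatron comparison was not run as a count test, although the reads read back from the FPKM, with the 3 Vari-X-linker libraries at 0 min of the separate tables, would have permitted one. One planned result of that comparison is not reported here. A line of 5 tables that matches no annotated feature was dropped. Results that rest on positions within transcripts, on oligo-A tails or on qRT-PCR were not analysed here.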

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

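All 3 tests reported in this part were chosen after the results they address had been seen.

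The share of XUT reads in the Vari-X-linker library of the Megatron table stood apart from that in the 3 Vari-X-linker libraries at 0 min of the Nab3 time-courses. It was 26.7%, against 12.6%, 12.1% and 11.3%, a gap to the nearest library of 0.917 of the whole range, above the 95% limit of Dixon's test for 4 libraries. Chance alone passes that limit in about 1 in 20 groups, and 8 feature classes were examined. Its 10350 reads leave an exact interval of 25.8% to 27.5%, so counting error does not bridge the gap. That the table was processed in another way than those of the time-courses is a candidate explanation. It needs the Megatron libraries of the same table to be high as well, and the lowest XUT share of the table exceeded the highest of the separate tables by 6.00 percentage points. A difference between cultures stays open, since no sample separates it from the table. No biological explanation was tested, since medium and cross-linker were the same.

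Averaged over 1 and 2 min, Pol II on Ty4 was lower in both rapamycin cultures, and averaged over late time-points it was higher in both, with log2 differences 1.48 apart. This difference was not tested. The medians over 2 elements were 3.55 and 3.03 FPKM with ethanol and 2.23 and 2.40 with rapamycin early, from 50 to 72 reads per culture, and 0.562 and 0.981 against 1.44 and 1.48 late, from 6 to 88 reads. The order was not the same in every library, since ethanol time-course 1 had 0 reads on Ty4 at 2 min and its early mean rests on 7.10 at 1 min. The scaling of FPKM to a fixed sum is a candidate explanation of the late part. With library medians set equal the late log2 difference was 0.21 and the cultures overlapped. The early difference was −0.78 on that scale, with both rapamycin cultures still below. With 1 library per condition, the strain that lacks the FRB tag gave a log2 ratio of the Ty4 medians of −0.38 at 0 min and 1.70 at 14 min with rapamycin, the latter from 59 and 9 reads. Rapamycin itself therefore stays open beside Nab3 depletion and scaling.

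Pol II reads on tRNA features, which the paper does not discuss for Pol II, took at least 7.80% of the reads in every library of time-courses 1 and 2 at 1 min or later without glucose, against at most 5.10% in the glucose to glucose control. At 20 min the shares were 10.1% and 14.7% in time-courses 1 and 2 and 4.74% in the control. At 0 min they were already 5.36% and 4.88% against 2.89%, and with rRNA reads left out time-course 2 was at 9.11% at 0 min, above every control library (at most 6.17%), so part of the gap preceded the shift. In the anchor-away strain the share at 40 min was 13.3% and 9.87% in the ethanol and 4.69% and 6.80% in the rapamycin time-courses, so such levels were not reached in every culture without glucose. The rRNA share, which was high in some libraries, does not account for it: with rRNA reads left out the lowest share without glucose still exceeded the highest of the control by 3.69 percentage points. The random distribution of reads over gene copies and a difference between preparations were not tested. With rRNA reads left out, the share rose within each time-course without glucose. From the first to the last time-point it went from 5.70% to 11.4% and 9.11% to 17.3% in time-courses 1 and 2. It went from 5.31% to 19.7% and 3.95% to 13.3% with ethanol, and from 3.24% to 6.05% and 3.64% to 8.42% with rapamycin. The control went from 4.52% to 5.34%. These rises argue against a fixed difference between cultures as their cause, which stays open for the gap at 0 min. Glucose removal stays open as a biological explanation, with 1 control culture. A share also rises when the reads on other features fall, so these shares alone do not show more Pol II on tRNA genes.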

How the results depend on the processing

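Alternatives chosen after the data were seen are the late window of 14 and 40 min in every culture, all open reading frames of the Ty elements, and the Nab3 values on Ty without either replicate.

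Of 260 alternatives over 63 comparisons, 138 gave a similar value, 119 moved it and 3 changed its sign. For single features, 76 of 258 alternatives of limma lost the call, 23 of 32 of them where the control time-course was subtracted and 21 of 44 without a detection filter. Of 647 alternatives for single genes without a test, 124 moved the value and 48 gave it the other sign. The causes of these moves were not tested.

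Detection filter and minimum. Without the filter, limma called 1000 features for Nab3 (399 higher, 601 lower), against 1831, of 11951 tested. For late rapamycin it called 0 (1809 at an unadjusted p-value under 0.05), against 75, and for early rapamycin 3, against 51, which are CUT_CGL006W-AD1-D, CUT_CJL127C-BTa1-B and CUT_CPR103WD3 and are named after their values were seen. With a minimum mean FPKM of 10, limma called 838 for Pol II, against 1327, and the Gaussian process model 1382, against 2120. The called percent of annotated features was then 10.5 for Nab3 on protein-coding features, 24.1 for Nab3 on anti-sense RNAs, 15.3 for Pol II on protein-coding features and 5.22 for Pol II on anti-sense RNAs. The replicate r of Nab3 was 0.889. Between Nab3 and Pol II, r was 0.741 at 0 min, 0.250 at 1 min and 0.681 at 14 min, and between RNA-Seq and Pol II 0.672 at 0 min, 0.0546 at 4 min, 0.369 at 8 min and 0.599 at 14 min. The share of genes that follow upwards was 0% at 1 min and 0% at 4 min, and downwards 61.5% at 30 min and 74.2% at 40 min.

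Replicate block and model. Without the replicate block, 1113 features were called for Nab3. With the time-course number as a replicate block, late rapamycin gave 145 (136 higher, 9 lower), but the numbers do not pair the cultures. With all libraries and the culture as a random effect (duplicateCorrelation), 284 were called late (249 higher, 35 lower) and 78 early. The window of 0, 1 and 2 min gave 170 early. The window of 14 and 40 min, chosen afterwards, gave 90 late.

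Control time-course. When its change was subtracted, 68 features were called for Nab3 and 97 for Pol II.

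Scaling. With library medians set equal, 1 feature was called for late rapamycin, CUT681 (3.78, adjusted p-value 0.0354 from limma). Nab3 calls split into 1064 higher and 939 lower, against 757 and 1078, and Pol II calls into 520 and 520, against 269 and 1059, where a feature counts in both directions if it was called higher at one time-point and lower at another. The r-protein medians in Pol II were −0.32, −0.39, −1.12, −1.31 and −1.24 at 1, 4, 8, 14 and 20 min, and in RNA-Seq −0.00025, −0.24, −0.20, −0.16, −0.81 and −1.06 at 1, 4, 8, 14, 30 and 40 min. Rapamycin over ethanol was 0.16 for Ty1 late, 0.26 for Ty2 early and 1.31 for Ty2 late. For the Gaussian process model, FPKM as deposited and FPKM scaled to one sum are identical by construction, so that alternative says nothing about stability.

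Scale of the values. On the linear scale, the called percent was 49.5 for Nab3 on tRNAs, 20.9 for Nab3 on protein-coding features and 24.2 for Pol II on protein-coding features. On log2(FPKM + 1) of all features, replicate r was 0.861 for Nab3 and 0.735 for Pol II. With Z-scores, r between Nab3 and Pol II was 0.508, 0.160, 0.135, 0.334, 0.530 and 0.561 at 0, 1, 4, 8, 14 and 20 min. Between RNA-Seq and Pol II it was 0.691 at 0 min, −0.0098 at 4 min, where the sign changed, 0.33 at 8 min and 0.641 at 40 min. With protein-coding features alone, r between Nab3 and Pol II was 0.629 at 0 min.

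RNA-Seq threshold. With 1.5-fold, the share that follows upwards was 5.42%, 7.07%, 38.1%, 53.2%, 71.4% and 73.3% at 1, 4, 8, 14, 30 and 40 min, and downwards 5.44%, 7.80%, 21.2%, 39.0%, 70.9% and 78.6%.

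Replicates left out. The called percent ranged for Nab3 from 54.5 to 63.6 on snoRNAs, 27.4 to 37.1 on tRNAs, 15.3 to 18.1 on protein-coding features and 25.9 to 27.9 on anti-sense RNAs, and for Pol II from 29.1 to 31.8 on tRNAs and 23.1 to 24.8 on protein-coding features. Between single time-courses of Nab3 and Pol II, r was 0.749 to 0.774 at 0 min, 0.100 to 0.134 at 1 min, 0.102 to 0.278 at 4 min, 0.283 to 0.488 at 8 min, 0.436 to 0.592 at 14 min and 0.539 to 0.663 at 20 min. Between RNA-Seq and 1 Pol II time-course it was 0.572 to 0.636 at 0 min, 0.00070 to 0.020 at 1 min, 0.0227 to 0.0286 at 4 min, 0.229 to 0.259 at 8 min, 0.445 to 0.529 at 14 min, 0.623 to 0.715 at 30 min and 0.645 to 0.750 at 40 min. The share that follows upwards was 16.7% to 28.3% at 8 min, 26.6% to 50.3% at 14 min, 42.8% to 62.8% at 30 min and 44.4% to 67.5% at 40 min, and downwards 0% to 0.215% at 1 min. The r-protein median in Pol II at 1 min was −0.43 to −0.30. Rapamycin over ethanol was −0.70 to 0.36 for Ty1 early, where the sign changed without replicate 1, 0.37 to 1.21 for Ty1 late, 0.41 to 0.71 for Ty2 early and 1.54 to 2.42 for Ty2 late.

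Ty elements. All open reading frames, chosen afterwards, gave 0.77 for Ty2 early. The log2 change of Nab3 from 0 min to 14 and 20 min was 1.86 for Ty1, 1.16 when divided by Pol II of the strain with untagged Nab3 and −0.057 without division, which changed its sign. For Ty2 it was 2.78, and 3.16, 2.19 and, as a mean over elements, 2.57.

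Not run were 2 alternatives on a 22 min Nab3 library that matched no column, the count models of the Megatron comparison (edgeR, DESeq2, TMM, their filters, gene set tests and left-out libraries), which the reads read back from the FPKM would have permitted, and limma on rapamycin with a culture of each treatment left out, since 1 against 1 remains.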

Differences from the paper's values

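Figure values in this part were read by eye, and no test or alternative reported in it was chosen after the values were seen.

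The paper gives 37% of all features with differential Nab3 cross-linking, and 23.5% of 12454 features were called here. The count itself, 2922 against the paper's 4100, was within 1.5 times, and the share depends on the number taken as all features. With the model on the linear scale, which the Methods describe, the value, 24.7%, was within 1.5 times of the paper's, and with a length scale of 4 min (24.2%), a minimum mean FPKM of 10 (18.1%), without replicate 1 (21.9%) or without replicate 2 (20.5%) it was not.

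The Pol II cluster with the weaker rise has about 250 genes in Fig. 4b, read by eye, and 65 here. Neither the filters without the Bayes factor (93) nor a correlation of at least 0.5 (120) closed the gap. The cluster with the strongest rise has about 99 genes in Fig. 4b, read by eye, and 58 here. A correlation of at least 0.5 (71) closed the gap and the filters without the Bayes factor (64) did not. The Nab3 clusters hold about 3000 transcripts in Fig. 5a, read by eye, and 1237 here. The filters without the Bayes factor (1531) and a correlation of at least 0.5 (1800) did not close the gap.

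For r between RNA-Seq and Pol II (Fig. 4c, read by eye), the paper has about 0.023 at 4 min, against 0.031 here. Without replicate 1 of Pol II the value was 0.0227, which closed the gap. Without replicate 2 (0.0286), with a minimum mean FPKM of 10 (0.0546) or with Z-scores (−0.0098) it stayed open. At 8 min it has about 0.24 in Fig. 4c, against 0.280. Leaving out replicate 1 (0.229) or replicate 2 (0.259) closed the gap, and the minimum FPKM (0.369) and Z-scores (0.33) did not. At 30 min it has about 0.62 in Fig. 4c, against 0.711. Without replicate 1 (0.623) and with Z-scores (0.666) the gap closed, and without replicate 2 (0.715) and with the minimum FPKM (0.762) it did not.

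For r between Nab3 and Pol II (Fig. 5c, read by eye), the paper has about 0.72 at 0 min, against 0.784 here, and none of the alternatives set before the data were examined closed the gap. At 1 min it has about 0.085 in Fig. 5c, against 0.185, and of the alternatives the pair of Nab3 time-course 1 and Pol II time-course 2 (0.100) closed the gap.

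At 8 min Fig. 5c has about 0.34, against 0.462. The pairs of Nab3 1 with Pol II 2 (0.332), Nab3 2 with Pol II 1 (0.354) and Nab3 2 with Pol II 2 (0.283) and Z-scores (0.334) closed the gap. The pair of both first time-courses (0.488), the minimum FPKM (0.538) and protein-coding features (0.483) did not.

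At 14 min Fig. 5c has about 0.47, against 0.602. The same 3 pairs (0.486, 0.517 and 0.436) and Z-scores (0.530) closed the gap, and both first time-courses (0.592), the minimum FPKM (0.681) and protein-coding features (0.625) did not. At 20 min Fig. 5c has about 0.57, against 0.685. The 3 pairs (0.590, 0.622 and 0.539) and Z-scores (0.561) closed the gap, and both first time-courses (0.663), the minimum FPKM (0.736) and protein-coding features (0.708) did not.

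The fold changes of Fig. 5f and Fig. 8b have axes in log2, but the values read by eye match those here as natural logarithms. For YBR085C-A, Nab3 at 20 min is at about 2.1 in Fig. 8b, and here it is 3.03 in log2 and 2.1 in natural logarithm. For ILV5, Pol II at 20 min is at about −1.5 in Fig. 5f, and here it is −2.09 in log2 and −1.45 in natural logarithm.

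The paper ranks snoRNAs, protein-coding genes and anti-sense RNAs as the classes that changed most in Pol II. Here a larger part of annotated tRNAs (38.1%) than of protein-coding features (25.4%) or anti-sense RNAs (9.20%) was called, while the median size of the change was smaller for tRNAs. The median size was larger for XUTs (1.71) than for the classes the paper ranks, while 3.80% of annotated XUTs were called. Of the XUTs and SUTs tested, 80.8% and 78.4% were called, against 71.2% of the anti-sense RNAs. The paper has the share of genes that follow Pol II upwards rise little after 14 min, and here it rose from 42.6% to 58.1% at 30 min and 62.4% at 40 min.

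Of GRE3, PIC2, MAL33 and RHO5, which the paper calls upregulated without glucose, 3 of 4 were higher here, and RHO5 was lower in Pol II at 20 min, by −0.79 and −1.19 in the 2 time-courses. With library medians set equal its mean was −0.07.

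The paper has the Pol II increase after Nab3 depletion below 2-fold in general for IMD3, NRD1, PIC2 and MAL33. Of the 8 folds here 2 were below it, IMD3 late (1.69) and MAL33 early (1.88). The others were 2.43 for IMD3 early, 4.03 and 3.14 for NRD1, 3.28 and 3.38 for PIC2 and 3.11 for MAL33 late. With library medians set equal the early and late log2 differences were 0.97 and 0.11 for IMD3, 1.70 and 1.00 for NRD1, 1.4 and 1.11 for PIC2 and 0.59 and 0.98 for MAL33, so on that scale 5 of the 8 were below 2-fold, NRD1 late by little.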

Other observations

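Of the tests in this part, that on tRNA features within the FPKM sum of the ethanol and rapamycin libraries was chosen after the result had been seen.

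Reads on tRNA and retrotransposon features took a smaller share with the Megatron than in the 3 Vari-X-linker libraries at 0 min of the separate tables. A candidate explanation is that reads with several places in the genome were treated in another way in the Megatron table. It needs multi-copy features to lie further apart than single-copy ones, and tRNA genes with another copy exceeded those whose sequence occurs a single time by 1.66 on the log2 scale. The 182 tRNA genes with more than 5 copies lay 3.10 above protein-coding features and the 46 Ty frames 7.91, against 0.61 for snoRNAs. The 33 single-copy tRNA genes still lay 1.14 higher, which multi-mapping alone does not account for. The Vari-X-linker library within the Megatron table was near the Megatron libraries, with 1.29% of its reads on tRNAs, 0.00966% on Ty frames and 0.00966% on rRNA. The separate tables had at least 3.90%, 0.458% and 7.19%. In these libraries the gap went with the table and not with the cross-linker, though 1 library of 10350 reads shows this. What differed between the tables, in processing or in cultures, stays open.

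The number of transcripts called by the Gaussian process model stayed high when a time-course without glucose took the place of the control. The lowest of the 4 exchanges gave 67.2% as many calls as the true control, and the others 80.3%, 82.3% and 82.3%. Noise of single libraries cannot be told apart from a response here, because the model has 1 control series and the exchanged groups still contain 2 conditions.

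Every feature called with rapamycin at late time-points was higher, and the mean of the culture medians over 3603 features was higher by 0.61. A few abundant features do not account for this, since the 10 highest took 18.2% and 11.4% of the FPKM sum in ethanol cultures and 10.1% and 11.8% in rapamycin cultures, so that the lowest ethanol culture was at −0.340 percentage points against the highest rapamycin culture. Depth does not account for it either, since the median difference was 0.501 with every library at 80967 reads and 0.545 on the same 1452 features with all reads. With tRNA features left out and the rest scaled to one sum, the median difference was 0.33, against 0.538 with all features, so a larger tRNA part in ethanol libraries may account for some of it. That part may be technical, an effect of rapamycin itself or a result of Nab3 depletion. These cannot be told apart, because the tRNA part goes with the treatment in all 4 cultures. In the strain without the FRB tag, tRNA features took 6.25% of the reads with and 7.69% without rapamycin at 14 min. At 0 min they took 3.03% and 3.21%, with 1 library per condition.

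Higher Ty1 medians late with rapamycin have a candidate explanation in rapamycin itself. In the strain without the FRB tag the log2 ratio of the Ty1 medians at 14 min was 0.58, above 0.39, which is 0.5 of the late difference in the FRB strain, and at 0 min it was 0.37. For Ty2 the ratio was 0.17, against 0.99 by the same reckoning, and 0.04 at 0 min. With 1 library per condition, the Ty2 part due to rapamycin cannot be told apart from a difference between cultures. Nab3 depletion stays open for both families.

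The low correlation of the Nab3 and Pol II changes at 1 min may come from counting noise, which cannot be told apart from a decoupling here. With the 20 min libraries drawn down to the reads of the 1 min libraries, which are 53809 and 410997 for Nab3 and 25776 and 43627 for Pol II, r was 0.616. On the same features with all reads it was 0.677 at 20 min and 0.196 at 1 min. This does not settle the question, because changes at 20 min are larger and would outlast noise that hides small changes at 1 min. Between single time-courses at 1 min, replicates of the same protein reached only 0.222 for Nab3 and 0.180 for Pol II, and pairs of both proteins 0.100 to 0.134. Differences between cultures shortly after filtration were not tested, and the decoupling that the paper proposes stays a hypothesis.

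Reads on rRNA took 46.4% and 57.5% of Pol II time-course 2 at 0 and 8 min. In the glucose to glucose control they took 36.1% and 41.1% at these time-points. In time-courses 1 and 2 the share did not move the changes of other features much. Without rRNA features the median log2 change at 20 min of time-course 2 shifted by −0.0228. The largest absolute shift at any time-point of either time-course was 0.131. The shift in the control was not tested. No biological explanation was tested.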
